# Comparative Transcriptomics as a Key to Understanding the Adaptation Mechanisms of Baikal Sculpins to the Deep-Water Habitat

**DOI:** 10.3390/biology14121762

**Published:** 2025-12-09

**Authors:** Yulia P. Sapozhnikova, Anastasiya G. Koroleva, Tuyana V. Sidorova, Evgenia A. Vakhteeva, Alexander A. Epifantsev, Sergey A. Potapov, Vera M. Yakhnenko, Lyubov V. Sukhanova, Sergei V. Kirilchik, Tatyana V. Butina, Ivan A. Nebesnykh, Igor V. Khanaev

**Keywords:** Lake Baikal, adaptation, deep-water habitat, sculpins, Cottoidei, transcriptome, differential gene expression

## Abstract

Understanding the molecular mechanisms that enable vertebrate adaptation to deep-water environments remains a central goal in evolutionary biology. This study used comparative transcriptomics of skeletal muscle tissue to investigate these mechanisms in four endemic sculpin fish species (Cottoidei) from Lake Baikal, which inhabit different depth niches ranging from pelagic to benthic-abyssal zones up to 1642 m. Pelagic species showed increased activity in genes involved in sarcomere structure, calcium handling, and motor proteins, indicating adaptations for sustained locomotion. In contrast, deep-benthic specialists showed enrichment in pathways for glycolytic metabolism, proteasome function, and ubiquitination, reflecting adaptations for energy efficiency and protein homeostasis in a high-pressure environment. We conclude that the colonization of the Baikal abyssal zone by sculpins relies on a suite of shared molecular mechanisms, with distinct ecological pressures driving specific transcriptional changes in motility, metabolic strategy, and cellular integrity. This study provides a systems-level model for deep-water adaptation in vertebrates.

## Simple Summary

The deep-water environments of lakes and oceans, characterized by perpetual darkness and high pressure, present extreme challenges for animal life. Understanding how organisms genetically adapt to these conditions is a fundamental goal in evolutionary biology. Lake Baikal provides a unique natural laboratory, as its endemic sculpin fish (Cottoidei) have diversified to occupy all depth zones, including the deep abyssal zone (up to 1642 m). Our research investigated the genetic mechanisms underlying this adaptation by comparing pelagic open-water species with benthic (demersal) abyssal dwellers. We found that pelagic sculpins use genes suited for sustained swimming. In contrast, benthic sculpins activate a specific set of genes related to efficient energy use, cellular maintenance, and structural integrity, which are crucial for conserving energy and withstanding high pressure. These findings reveal a core set of genetic principles for survival in deep freshwater habitats. This knowledge is crucial for conserving the unique biodiversity of ancient ecosystems like Lake Baikal, especially as they face increasing pressures from climate change and human activity.

## 1. Introduction

Lake Baikal, a UNESCO World Heritage Site, serves as a natural freshwater laboratory for evolutionary biology and comparative genomics. Its ancient origin, tectonic history, and unique hydrological conditions have fostered an extraordinary endemic fauna. In particular, its fish assemblage represents a remarkable model for studying adaptive radiation and speciation [1,2]. Among the most diverse and ecologically significant groups, which make up to 80% of the lake’s total fish biomass, are the sculpins of the group Cottoidei [3]. Baikal sculpins are a phylogenetically closely related group that radiated from a common marine ancestor within the last 2–2.5 million years [1,4]. This radiation has produced about 40 endemic species that occupy a wide range of ecological niches [5]. This diversification is especially evident along the bathymetric gradient, with species adapted to specific depths ranging from shallow waters to the abyssal zone (up to 1642 m). The evolutionary history and ecology of these fish are well-documented, providing a solid foundation for comparative studies [2,3,4,5,6,7,8,9,10,11,12,13,14,15]. Understanding the mechanisms underlying their ecological adaptations is crucial for revealing the evolutionary processes that shape biodiversity in such isolated ecosystems.

The deep-water habitat of Lake Baikal presents formidable physiological challenges for aquatic life. These include low temperatures consistently near 4 °C, high hydrostatic pressure (over 160 atm) and perpetual darkness [15]. However, a key factor that distinguishes Baikal from other deep lakes and enables its rich deep-water fauna is the persistent presence of dissolved oxygen throughout the entire water column. Oxygen concentrations are high (9–14 mg/dm^3^) and, critically, oxygen saturation in the bottom waters rarely falls below 70%, due to unique seasonal deep-water renewal mechanisms [16]. This oxygen-rich environment mitigates a challenge that typically constrains life in the deep zones of most freshwater ecosystems. Nevertheless, for vertebrates, high hydrostatic pressure remains a pervasive stressor that can disrupt protein folding, membrane fluidity, and the function of neuronal and contractile tissues, posing a significant barrier to colonization [17,18,19]. Thus, how Baikal sculpins have overcome these constraints to thrive in deep waters is a central question in evolutionary physiology.

In the post-genomic era, transcriptomics has emerged as a powerful tool for understanding the molecular basis of phenotypic adaptation. By quantifying gene expression levels across tissues and conditions, transcriptomic analyses can identify key metabolic pathways, stress responses, and structural modifications critical for environmental adaptation [20,21]. Comparative transcriptomics, which compares expression profiles between closely related species from different habitats, is particularly effective. This approach allows for the identification of conserved core molecular functions and those altered by natural selection to cope with specific environmental pressures [20,22]. Such studies have successfully revealed adaptive mechanisms in other deep-water organisms, showing changes in genes related to energy metabolism and apoptosis in response to high pressure [22,23,24,25,26]. While adaptations in marine deep-sea fish are increasingly studied, systematic investigations of shared molecular principles in freshwater deep-water ecosystems remain scarce. To our knowledge, this is the first comparative transcriptomic study of endemic freshwater sculpins (Cottoidei, Scorpaeniformes) inhabiting contrasting deep-water niches (pelagic versus benthic-abyssal). Additionally, it provides the first transcriptomic data for the deep-water freshwater Cottoidei. To address this gap and provide a comprehensive, systems-level model for adaptation in a unique ancient deep-water ecosystem, we developed a comparative framework that includes two species from each ecological group: pelagic and benthic-abyssal.

In this study, we apply a comparative transcriptomic framework to investigate the molecular adaptations of endemic Baikal sculpin species from two different genera: the benthic (demersal) abyssal *Batrachocottus* (or *Adipocottus*, according to [5]) and the pelagic *Comephorus*, which inhabits the water column. The selection of these species is based on their distinct and well-documented bathymetric distributions and ecological strategies, providing a strong comparative framework for studying depth-related adaptations. The two benthic-abyssal sculpins, the fatty sculpin *Batrachocottus* (*Adipocottus*) *nikolskii* (Berg, 1900) and the spotty-fins sculpin *Batrachocottus* (*Adipocottus*) *multiradiatus* (Berg, 1907), inhabit muddy bottoms at depths of 200 to 1400 m and 15–20 to 950 m, respectively, with *B. multiradiatus* being more eurybathic than *B. nikolskii* [3,5,6,27]. In contrast, the two pelagic species, the big golomyanka *Comephorus baicalensis* (Pallas, 1776) and the small golomyanka *Comephorus dybowski* (Korotneff, 1905), are secondary pelagic fishes, characterized by viviparity and a lack of association with the bottom, inhabiting the entire water column of the open lake down to maximum depths of 1642 m [3,6,15], although individual *Comephorus* specimens touching soft sediments have been noted previously [28]. These species, which lack a swim bladder, perform extensive vertical migrations and do not form schools [3,7,8]. Unlike typical marine pelagic fish, *Comephorus* species are not highly active swimmers. Instead, they hover in the water column, maintained by neutral buoyancy and their elongated, broad pectoral fins [3,29]. However, significant activity during feeding has also been observed in these species, indicating they can be in continuous motion [15]. This phylogenetic context, comparing closely related sculpin species that have diverged to occupy contrasting deep-water niches (benthic-abyssal versus pelagic), allows for a focused investigation into the molecular mechanisms underlying adaptive specialization.

In this work, we focus on skeletal muscle as a key tissue. This tissue was selected because it is the dominant tissue in fish, comprising a major portion of body mass, and plays a vital role in metabolic balance and serves as the primary motor for swimming, a fundamental and defining activity of these vertebrates [20,30]. Furthermore, as a key metabolic organ, skeletal muscle provides critical insights into adaptations for energy efficiency and proteostasis under high hydrostatic pressure [20,22,30], making it an ideal system to uncover the molecular mechanisms underlying ecological specialization. From a practical standpoint, skeletal muscle is an easily accessible tissue that allows rapid sampling from deep-water, wild-caught specimens, which was critical for minimizing RNA degradation and ensuring high-quality data. While studying other tissues would provide a more comprehensive view, skeletal muscle offers a powerful and rational starting point [20,22,30].

For the first time, we describe and compare the transcriptional profiles of skeletal muscle in these species, focusing on identifying the genetic signatures associated with a deep-water lifestyle. We hypothesize that deep-water benthic (demersal) sculpins will show distinct expression patterns in genes involved in pressure sensing, membrane composition, metabolic reprogramming, and cellular stress response compared to pelagic species. This research aims to provide a deeper, systems-level understanding of the molecular mechanisms that underpin the successful adaptation of vertebrate life to the abyssal environment of Lake Baikal.

## 2. Materials and Methods

### 2.1. Field Sampling and Trawl Operations

Specimens of deep-water endemic sculpins (Cottoidei) were collected during a research expedition aboard the research vessel G. Yu. Vereshchagin (operated by the Center for Collective Use «Research vessels Center of LIN SB RAS on Lake Baikal»), managed by the Limnological Institute of the Russian Academy of Sciences, in August 2023 and 2024. Sampling was conducted in the central and northern basins of Lake Baikal, specifically at depths ranging from 218 to 1397 m (Table 1, Figure 1).

A beam trawl, equipped with a fine-mesh cod-end liner (10 mm mesh) to minimize physical damage to the specimens, was deployed as the primary sampling gear. To reduce the duration of stress and prevent degradation of tissue quality, trawl hauls were designed to be short, typically lasting 40–60 min at the target depth. Upon retrieval, the trawl was immediately brought on deck, and the cod-end contents were carefully emptied into a large, insulated tank continuously supplied with fresh, chilled lake water.

Baikal sculpin species were identified in the field before tissue sampling based on macroscopic morphology, guided by published keys and assisted by I.V. Khanaev. Only live, actively respiring, and morphologically intact individuals of the target species were selected for sampling. To exclude the influence of major ontogenetic shifts in gene expression, sampling was limited to sexually mature adult representatives of each species. Selected specimens were rapidly euthanized by incising the spinal cord, a method that minimizes the physiological stress response. Within a critical window of 60–90 s post-euthanasia, the target tissue (skeletal muscle) was dissected. Dissections were performed using sterile, RNase-free forceps and scalpels.

Immediately upon dissection, approximately 20–30 mg of each tissue sample was placed into a pre-labeled, pre-chilled 0.6 mL cryovial containing 0.3 mL of Reagent for ExtractRNA (BC032, an analog of TRIzol, Evrogen, Moscow, Russia). TRIzol, a monophasic solution of guanidine isothiocyanate and phenol, acts as a powerful denaturant, instantly inactivating RNases and preserving the RNA’s integrity at the moment of fixation. A total of 84 specimens (18–23 fish per species) were sampled (Table 2).

The Ethics Committee of the Limnological Institute SB RAS accepted the experiments and the publication of the results in the press in accordance with Russian laws, standards and guidelines on animal welfare (Protocol #3, 1 November 2025).

### 2.2. RNA Extraction and Subsequent Preparation

Total RNA was extracted from skeletal muscle samples using Reagent for ExtractRNA (BC032, an analog of TRIzol, Evrogen, Moscow, Russia) and subsequently treated with RNase-Free DNase (Magen Biotechnology Co., Guangzhou, China) in accordance with the manufacturer’s protocol to eliminate potential genomic DNA contamination. DNase was inactivated by adding EDTA to a final concentration of 0.017 M, followed by incubation at 70 °C for 10 min, and the samples were then purified with the Amplitech RNA-100 kit (Amplitech, Moscow, Russia). RNA integrity and concentration were assessed via spectrophotometry (EzDrop1000, Bluy-Ray Biotech, New Taipei City, Taiwan), agarose gel electrophoresis method and Agilent 2100 (Agilent Technologies, Santa Clara, CA, USA) analysis. All RNA samples had a high integrity, with an RNA Integrity Number (RIN) of no less than 7, ensuring the reliability of subsequent transcriptomic analysis. To address the problem of limited biological replicates, 18–23 individuals per group were included in the analysis, and their RNA was combined to create representative RNA pools for the library preparation.

The pooled RNA sampling strategy was used due to the significant logistical constraints of obtaining deep-water sculpin specimens from the abyssal zone of Lake Baikal. The primary objective was to identify constitutive transcriptional signatures underlying major ecological adaptations between pelagic and benthic lineages, rather than to assess individual variation. To ensure the robustness of our findings despite this approach, two different species were used within each ecological group. Moreover, we applied stringent statistical thresholds (*p* < 0.0001, logFC = 3) to identify high-confidence differentially expressed genes (see Section 2.4). In addition, the key transcriptional patterns identified were successfully validated using qPCR on unpooled individual biological replicates, confirming the reliability of the major interspecific differences reported (see Section 2.5).

### 2.3. Library Construction and Sequencing

The messenger RNA was separated from the total RNA using poly-T oligo-attached magnetic beads. Following mRNA fragmentation, first-strand cDNA synthesis was primed with random hexamers, and a second strand was synthesized using dTTP to generate a non-directional library. This library was then finalized through a series of preparative steps, including end repair, A-tailing, adapter ligation, size selection, amplification, and purification. The resulting libraries were quantified and assessed for size distribution using Qubit and real-time PCR, followed by equimolar pooling. High-throughput sequencing was performed by Novogene on an Illumina NovaSeq 6000 platform (Novogen Co., Beijing, China), using a NovaSeq 6000 Reagent Kit v.1.5 (Illumina, San Diego, CA, USA) to generate 150 bp paired-end reads. Base-call quality, expressed as Phred scores (Qphred) on the Illumina platform, was derived from the error probability (e) using the equation Qphred = −10log10(e). Finally, raw reads were filtered with Trimmomatic v.0.36 [31] to eliminate adapter sequences and low-quality sequences, yielding a refined set of clean reads for subsequent analysis.

### 2.4. De Novo Assembly and Differential Gene Expression Analysis

Due to the lack of a high-quality reference genome for these non-model species and their considerable phylogenetic divergence (approximately 2.5 million years), a de novo assembly approach was employed to obtain a comprehensive transcript catalog. Given that the studied species belong to distinct taxa, transcriptome assembly was performed separately for each species using Trinity v.2.13.2 software package [32]. The combined assembly was then processed using CD-HIT v.4.8.1 [33] to remove duplicate sequences and identify common genes. Sequences with ≥95% homology were clustered and reduced to unique representatives. To assign unique identifiers, numerical suffixes in ascending order were appended to all sequence names using a custom script (‘add_counters.js’, available at: https://github.com/tuyana-bot/add_counters, accessed on 26 November 2025). Subsequently, a gene-to-transcript map file (name.gene_trans_map), which correlates gene identifiers with their corresponding transcript (isoform) identifiers, was generated using the script ‘get_Trinity_gene_to_trans_map.pl’ (available at: https://github.com/tuyana-bot/get_Trinity_gene_to_trans_map, accessed on 26 November 2025). A transcriptome index for expression quantification was built using the command ‘salmon index -t name.fasta -i name_index’ (Salmon v.1.10.0) [34]. Transcript expression levels were estimated using the script ‘align_and_estimate_abundance.pl’. Next, the script ‘abundance_estimates_to_matrix.pl’ was used. This step converted the individual transcript expression estimates into a single matrix of counts, TPM, and FPKM values, suitable for subsequent differential expression analysis and data visualization.

Differential expression analysis was performed using the R package EdgeR v.4.0.3 [35]. EdgeR provides the statistical foundation for identifying differential expression by applying an overdispersed Poisson model, with an integrated empirical Bayes method employed to moderate the degree of overdispersion across genes [36]. The dispersion parameter was set to 0.2 to account for the anticipated degree of biological variability between samples. This value was selected because the studied individuals were wild-caught rather than reared in a controlled laboratory environment, and were therefore expected to exhibit greater variability in gene expression. Transcripts were initially considered differentially expressed (DE) using a significance threshold of *p*-value < 0.001 and an absolute logarithmic fold-change of 2 (logFC = 2), that is, at least a fourfold change in expression. The *p*-values were adjusted for multiple testing. This stringent parameter was used to reduce the likelihood of false positive results. In addition, to isolate the most prominent changes, the analysis was subsequently refined to focus on the highly differentially expressed genes (top-DEGs) through the implementation of more stringent filters (adjusted *p*-value < 0.0001, logFC = 3). A distance matrix was calculated using the Pearson correlation method to support the clustering of functionally similar genes [37], and the resulting relationships were visualized in a heatmap generated with the R package pheatmap v1.0.12. The identified differentially expressed genes (DEGs) were then annotated by homology search via the GenBank v.254 database using BLAST (https://www.ncbi.nlm.nih.gov/geo/query/blast.html, accessed on 26 November 2025), applying a stringent e-value threshold of *p*-value < 0.001 to ensure high-confidence functional assignments. Subsequent functional prediction and classification were conducted with the EggNOG mapper (orthologous groups of genes, http://eggnog5.embl.de, accessed on 26 November 2025) [38], followed by enrichment analysis performed using KOBAS software v.3.0 [39] in conjunction with Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Terms and pathways with a corrected *p*-value < 0.05 were considered statistically significant, highlighting their potential biological importance.

### 2.5. Validation of Transcriptomic Data via qPCR

RNA extraction and subsequent preparation were performed as described in Section 2.2. cDNA was synthesized from the extracted RNA using random hexamer primers and the Reverta-L reagent kit (AmpliSens, Moscow, Russia), according to the manufacturer’s protocol.

The transcriptome data accuracy was validated on individual biological replicates (18–23 per species). Several highly expressed genes were selected for quantitative PCR (qPCR) analysis. The Recombination Activating Gene 1 (RAG1) served as the reference gene based on its documented stability in prior studies [12]. Primers were designed in Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/, accessed on 26 November 2025) and conformed to MIQE guidelines [40]. Primer specificity was confirmed by melting curve analysis, and through transcriptome alignment to verify efficiency. The primer sequences are listed in Table 3.

qPCR was conducted on a BIO RAD CFX96 Touch Real-Time PCR Detection System (BioRad, Hercules, CA, USA) using a reaction mixture composed of 0.25 mM dNTPs, 0.3 U 1× Encyclo-polymerase (Evrogen, Moscow, Russia), 1× Encyclo-buffer, 0.5× SYBR Green (Lumiprobe, Hunt Valley, MD, USA), 0.5–0.6 ng of cDNA, and 0.5 pmol of each primer. The reference and target genes were amplified using a touchdown PCR protocol, which involved progressively lowering the primer annealing temperature from 67 to 60 °C over the course of the first seven cycles. The thermal profile of each cycle began with DNA polymerase activation at 95 °C for 3 min, followed by 40 cycles of amplification (95 °C for 10 s, 60 °C for 15 s, and 72 °C for 15 s), with a melting curve analysis performed post-amplification to confirm product specificity.

Relative gene expression was determined via the ΔΔCq method using the BIO RAD system’s integrated software v.3.1. Statistical comparisons of expression levels were performed with the Kruskal–Wallis test in the Statistica 10 package, considering *p* < 0.05 as statistically significant.

## 3. Results

### 3.1. Transcriptome Sequencing and De Novo Assembly

Sequencing quality metrics are summarized in Table 4, and the distribution of sequencing reads mapping to exons, introns, and intergenic regions across all samples is depicted in Figure A1. The non-stranded library preparation resulted in a balanced GC/AT nucleotide composition throughout sequencing (Table 4).

All raw sequence data are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE308109 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308109, accessed on 26 November 2025). A subsequent de novo transcriptome assembly generated 152,088 contigs with a total length of 121,871,112 bp and a maximum contig length of 11,944 bp, the details of which are available in Supplementary Materials S1 and S2; this assembly is also accessible within the same GEO repository. To identify transcriptional differences among Baikal sculpin species, a differential gene expression analysis was conducted. 

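Skeletal muscle RNA was sequenced as 4 libraries, 1 per species, each a pool of individuals. The paper gives 21 individuals for the pelagic *C. dybowski*, 23 for the pelagic *C. baicalensis*, 22 for the benthic *B. nikolskii* and 18 for the benthic *B. multiradiatus*, and the sample labels give 15 for each pool.
With 1 library per species, the sequencing measured no spread within a species. The 2 species of a genus therefore stand as its 2 samples in every test between *Comephorus* and *Batrachocottus*, in which genus, habitat and ancestry coincide. The paper also ran qPCR on individual fish for several of the genes named below, and those values are not analysed here.
The authors trimmed the reads (Trimmomatic 0.36 in the labels), assembled each species with Trinity, combined and clustered the assemblies with CD-HIT, estimated reads per gene identifier with Salmon and compared species with edgeR 4.0.3.
Their unnormalized tables hold whole-number read estimates, with totals of 55994846 for *C. dybowski*, 55089540 for *C. baicalensis*, 54508410 for *B. nikolskii* and 59156409 for *B. multiradiatus*. The paper's Table 4 gives 121200064, 119466812, 120783398 and 127653460 clean reads for the same species in this order. The estimates count read pairs, and counted as reads of pairs the totals are 111989692, 110179080, 109016820 and 118312818. The values here use the totals of the tables.
The 10 most abundant identifiers held 48.2%, 51.8%, 37.9% and 44.6% of these totals. The tables list 9787 identifiers for *Comephorus* and 10189 for *Batrachocottus*, each above about 1 CPM (counts scaled to library size) in both libraries of the genus, and 4755 of the 15221 identifiers are listed for both genera. An identifier that is not listed for a genus is not shown to be 0 there.
The normalized tables hold CPM of a library size adjusted by TMM for 792 identifiers, those the authors called in at least 1 pair of species. A value of 0 in them allows up to 0.0540 CPM in *C. dybowski*, 0.0567 in *C. baicalensis*, 0.0441 in *B. nikolskii* and 0.0526 in *B. multiradiatus* (3 counts, counting error only).
The genus contrast was fitted on the counts of the 4755 shared identifiers by edgeR's quasi-likelihood test with TMM, and on log2(CPM + 1) of the 792 identifiers by limma. Log2 differences below are *Comephorus* minus *Batrachocottus* on the second scale unless stated, with limma's standard error (SE).
Protein titles come from the part of Supplementary Material S4 that was read (1325 rows), which names 657 of the 792 identifiers, 336 of them with titles of several proteins. The titles are best matches in other species, in 1155 rows *Mugil cephalus*. Sums over a title count an identifier with several titles in full under each of them, unless restricted to identifiers with 1 title.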

Applying a significance threshold of *p* < 0.001 (logFC = 2) when comparing all four species, a total of 793 differentially expressed genes (DEGs) were identified, as presented in Figure 2. 

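The 792 identifiers of the normalized tables fell on both sides of the genus contrast. Both *Comephorus* libraries lay above both *Batrachocottus* libraries for 353 of them and below for 316, and the ranges overlapped for 123. Carnitine O-acetyltransferase b, a mitochondrial enzyme of acyl group transfer (DN12857_c0_g1, with a second title for the methyltransferase SMYD1a), was at 197 CPM in *C. dybowski* and 187 in *C. baicalensis*, against 2.07 in *B. nikolskii* and 0.288 in *B. multiradiatus*. An identifier titled dynactin subunit 6, part of the complex that links dynein to its cargo (DN1239_c0_g1), was at 3.20 and 1.40 CPM in these pelagic species and at 473 and 7985 CPM in the benthic ones.
At an adjusted p under 0.05, limma called 238 identifiers higher in *Comephorus* and 190 higher in *Batrachocottus*, of which 204 and 154 have a protein title, and 486 of the 792 had an unadjusted p under 0.05. Non-overlapping ranges made up 84.5%, where chance gives 33.3% for 2 samples against 2. The identifiers were chosen by the authors on these libraries, so neither share is independent evidence of a difference.
Without *C. dybowski*, *C. baicalensis* or *B. nikolskii*, limma called 0 identifiers (440, 453 and 442 at an unadjusted p under 0.05), and without *B. multiradiatus* it called 163 and 153. Leaving out a library leaves 1 sample in a genus, and without any of those 3 species the calls were lost for all 792 identifiers alike. Where calls are said below to be lost without them, this therefore marks no single gene or group. On read estimates recovered from the normalized values, edgeR called 141 higher in *Comephorus* and 101 higher in *Batrachocottus* with all 4 libraries.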

Comprehensive lists of these DEGs, including functional annotations, are provided in Supplementary Materials S3, which catalogs all DEGs without a threshold, and S4 with a significance threshold set at *p*-value < 0.001 (logFC = 2).

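Across the 4755 identifiers listed for both genera, muscle profiles of *C. dybowski* and *C. baicalensis* had a Pearson r of 0.883 on log2(CPM + 1), and those of *B. nikolskii* and *B. multiradiatus* an r of 0.850. The 4 pairs that cross the genera had r between 0.517 and 0.582. Levels differed by at least 4-fold for 20.4% to 24.0% of identifiers in the pairs across genera. These correlations run across genes, which are not independent replicates.
In principal components of the same values, the first component held 74.0% of the variance and parted *Comephorus* from *Batrachocottus*. The second held 14.8% and parted *B. nikolskii* from *B. multiradiatus*, and the third held 11.2% and parted *C. dybowski* from *C. baicalensis*.
The quasi-likelihood test on counts called 238 of the 4755 identifiers higher in *Comephorus* and 200 higher in *Batrachocottus* at an adjusted p under 0.05 (1442 at an unadjusted p under 0.05), and DESeq2 called 874 and 934. Without *B. nikolskii* or *B. multiradiatus* the edgeR test called 0 (1274 and 1441 at an unadjusted p under 0.05), without *C. dybowski* 198 and 94, and without *C. baicalensis* 80 and 30.

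**Figure D1:**
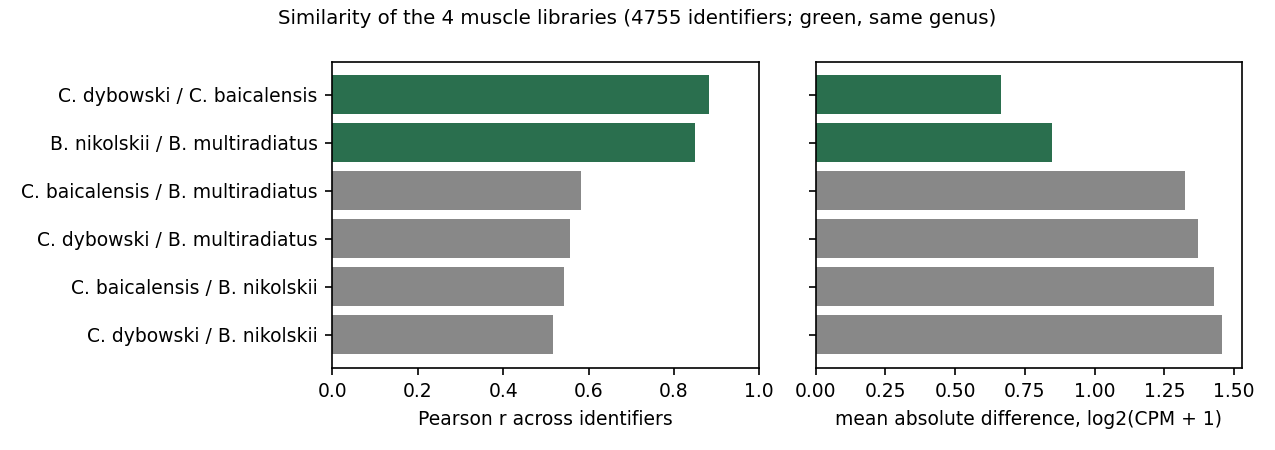
Pearson r across identifiers and mean absolute difference of log2(CPM + 1) for the 6 pairs of muscle libraries, over the 4755 identifiers listed for both genera. Green bars are pairs within a genus and gray bars pairs across genera; the within-genus r values are 0.883 and 0.850.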

The statistical analysis showed that the differences between the ecological groups—pelagic (*C. baicalensis* and *C. dybowski*) versus benthic (*B. multiradiatus* and *B. nikolskii*)—were more pronounced than the differences between species within each group (Figure 2b,c). In addition, an analysis of the overall distribution of differentially expressed genes (DEGs) also showed the smallest number of differences in the pairwise comparison between the two species within the same genus (Figure A3). In contrast, comparisons between different genera revealed the highest number of DEGs, with a maximum of 821 up-regulated and 935 down-regulated DEGs identified between *C. dybowski* and *B. nikolskii* (Figure A2 and Figure A3). Nevertheless, species within the genus *Comephorus* exhibited greater divergence from each other than species within the genus *Batrachocottus* (Figure 2c), as confirmed by the comparison of significantly different terms and pathways in the GO and KEGG analyses (see Section 3.2: Figure 3 and Figure 4).

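Between *C. dybowski* and *C. baicalensis*, 21 identifiers were higher in *C. dybowski* and 28 in *C. baicalensis* under the paper's settings (edgeR exact test with an assumed dispersion of 0.2, adjusted p under 0.001 and an absolute log2 fold change of at least 2). Between *B. nikolskii* and *B. multiradiatus*, 25 were higher in *B. nikolskii* and 22 in *B. multiradiatus*. Among the largest of these differences with a protein title were parvalbumin 3, a soluble calcium buffer of muscle (DN832_c0_g2, also titled CD82 antigen), at 29804 CPM in *C. dybowski* and 9.02 in *C. baicalensis*, and 40S ribosomal protein S26 (DN908_c2_g1), at 3113 CPM in *B. nikolskii* and 2.14 in *B. multiradiatus*. For the sum of all identifiers titled S26, the benthic species were at 3766 and 3391 CPM, and the difference of 9.95 on the log2 scale shrank to 0.15.
Pairs across genera gave 359 calls for *C. dybowski* and *B. nikolskii*, 299 for *C. dybowski* and *B. multiradiatus*, 329 for *C. baicalensis* and *B. nikolskii* and 298 for *C. baicalensis* and *B. multiradiatus*, over 4755 identifiers against 9787 and 10189 within a genus.
The dispersion is assumed and not measured, so a call compares 2 libraries and not 2 species. With a dispersion of 0.04 the counts within a genus were 625 for *Comephorus* and 1143 for *Batrachocottus*, and those across genera 1197 to 1392.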

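At the thresholds printed in Figure A3 (adjusted p of at most 0.05 and an absolute log2 fold change of at least 1), 521 of 4755 identifiers were higher in *C. dybowski* than in *B. nikolskii* and 474 were lower. The corresponding totals were 871 for *C. dybowski* and *B. multiradiatus*, 930 for *C. baicalensis* and *B. nikolskii* and 786 for *C. baicalensis* and *B. multiradiatus*. Within a genus they were 149 for *Comephorus* and 297 for *Batrachocottus*.
Among identifiers that part *C. dybowski* from *B. nikolskii*, 60S ribosomal protein L19 (DN3232_c0_g4) was at 953 CPM in *C. dybowski* and 0.807 in *B. nikolskii*, and 60S ribosomal protein L18 (DN2658_c1_g2, also titled small acidic protein) was at 1.89 and 663 CPM. When all identifiers titled L19 are summed, their genus difference turns to -0.36 on the log2 scale.
Identifiers listed for 1 genus alone are left out of these counts. With these set to 0 in the other genus and no filter, 5732 were higher and 6105 lower in *C. dybowski* than in *B. nikolskii*, and with a dispersion of 0.04 on the 4755 identifiers 1302 and 1324.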

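Among the largest differences between the *Comephorus* species with a protein title, IST1 homolog, a protein of membrane sorting (DN880_c0_g2), was at 4.18 CPM in *C. dybowski* and 3332 in *C. baicalensis*, and elongation factor 2 (DN13109_c0_g1) was at 1038 and 0.329 CPM. In *Batrachocottus*, tubulin epsilon and delta complex protein 1 (DN5167_c0_g1) was at 2.10 CPM in *B. nikolskii* and 198 in *B. multiradiatus*, and an identifier titled 60S ribosomal protein L19 and a dehydrogenase of the SDR family (DN2590_c0_g1) was at 0.447 and 256 CPM. With all identifiers of a title summed, elongation factor 2 was at 1465 and 351 CPM in the *Comephorus* species, which reduced the log2 difference from 9.61 to 2.06, and ribosomal protein L19 at 2249 and 2030.4 CPM in the *Batrachocottus* species.
Over the 4755 shared identifiers, the mean absolute difference of log2(CPM + 1) was 0.66 between the *Comephorus* libraries and 0.85 between the *Batrachocottus* libraries. Levels differed by at least 4-fold for 5.76% and 8.71% of identifiers.
At an adjusted p under 0.0001 and an absolute log2 fold change of at least 3, 17 and 21 identifiers were called between the *Comephorus* species and 16 and 7 between the *Batrachocottus* species. On linear CPM the order of the correlations reversed, with the r of *Batrachocottus* at 0.930 and that of *Comephorus* lower by 0.05.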

### 3.2. GO and KEGG Analysis of DEGs

To clarify the biological functions of the differentially expressed genes (DEGs) between *C. baicalensis* and *C. dybowski*, Gene Ontology (GO) and KEGG pathway enrichment analyses were performed. The GO analysis revealed a significant enrichment of DEGs in specific functional categories, particularly within the cellular component (CC) category for structural elements such as the cytoskeleton, myofilament, striated muscle thin filament, and associated complexes including myosin and troponin. 

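Filament proteins differed in both directions between *C. dybowski* and *C. baicalensis*. Of 36 identifiers with a thin filament title (actin, troponin, tropomyosin, tropomodulin or nebulin), 17 were higher in *C. dybowski* and 19 in *C. baicalensis*, of which 8 and 7 by at least 4-fold. Of 32 with a thick filament title (myosin, titin or myomesin), 19 were higher in *C. dybowski* and 13 in *C. baicalensis*, of which 5 and 5 by at least 4-fold. The median difference, *C. dybowski* minus *C. baicalensis*, was -0.32 and 0.19 on the log2 scale.
Myosin light chain 1 of skeletal muscle (DN1129_c0_g4) was at 1567 CPM in *C. dybowski* and 23.3 in *C. baicalensis*. Myosin light polypeptide 3 (DN117_c0_g2, also titled transcription factor BTF3 homolog 4) was at 10387 and 40235 CPM, and these examples were chosen after their values were seen.
The lists were set on protein titles before the values were examined, and that of the thick filament was narrowed afterwards, from 35 to 32 identifiers, to drop tropomyosin. The identifiers were chosen by the study on these libraries, and 1 library per species gives no spread to set the differences against.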

There were classified under the broader terms of supramolecular polymers and fibers, as well as non-membrane-bounded organelles. In the molecular function (MF) category, there was notable enrichment for serine-based enzymatic activities, including serine-type endopeptidase and peptidase activity, as well as serine hydrolase activity (Figure 3a,b). The KEGG pathway analysis further indicated that the DEGs were significantly enriched in key signaling and functional pathways, with the highest gene count enrichment observed for motor proteins, followed by the peroxisome proliferator-activated receptor (PPAR) signaling pathway (Figure 3c,d).

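Genes of lipid transport, several of which are targets of peroxisome proliferator-activated receptors, differed in part between the *Comephorus* species. Of 14 identifiers titled for lipid transport or fatty acid oxidation, 7 were higher in *C. dybowski* and 7 in *C. baicalensis*, of which 1 and 2 by at least 4-fold, with a median difference of 0.03 on the log2 scale. Heart fatty acid-binding protein, a carrier of fatty acids in muscle (DN1992_c0_g1, with 2 other titles), was at 335 CPM in *C. dybowski* and 914 in *C. baicalensis*. Perilipin-2, a coat protein of lipid droplets and a marker of adipocytes (DN497_c0_g2), was at 2.21 and 30.8 CPM.
Among motor proteins, skeletal muscle myosin regulatory light chain 2 went both ways. DN38_c1_g1 (also titled calpain-7) was at 26108 CPM in *C. dybowski* and 13899 in *C. baicalensis*, whereas DN7_c0_g2 (also titled peripheral myelin protein 22b) was at 4693 and 21637 CPM. The last of these and the fatty acid-binding protein were chosen after their values were seen. No enrichment test was run, because 127 rows of Supplementary Material S4 were left out of the copy read here.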

**Figure 3:**
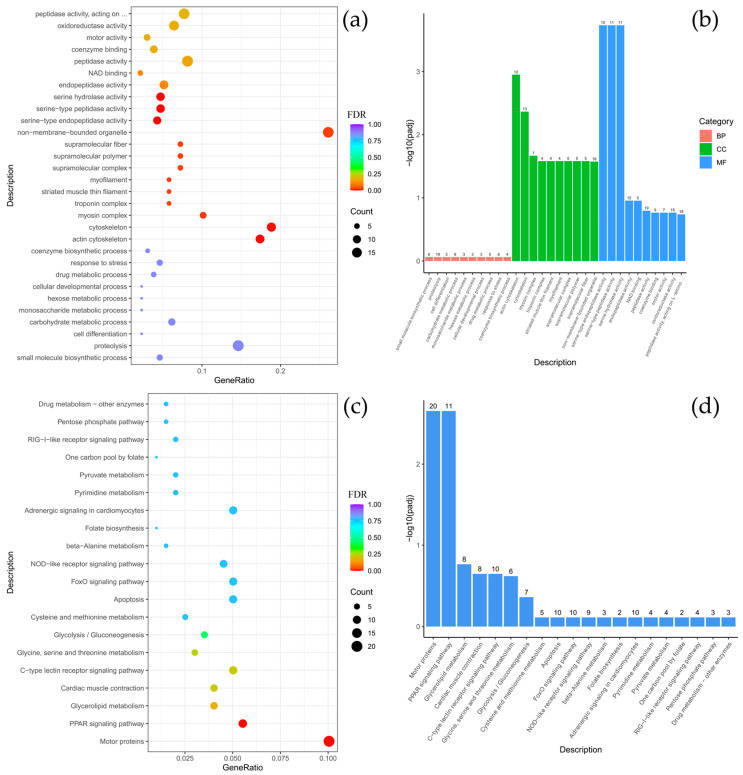
Comparison of *Comephorus baicalensis* and *Comephorus dybowski*: GO and KEGG enrichment analysis of DEGs. (**a**,**b**)—the most significant terms from the GO databases, including biological processes (BP), cellular components (CC), molecular function (MF); (**c**,**d**)—the top enriched terms for KEGG enrichment. The size of a point (**a**,**c**) and numbers above columns (**b**,**d**) represent the number of genes annotated to a specific term. Terms with FDR < 0.05 are considered significant.

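Between *B. multiradiatus* and *B. nikolskii*, the largest differences with a protein title that were higher in *B. nikolskii* included vitellogenin-2, a yolk precursor made by the liver of females (DN847_c0_g1, also titled endosulfine alpha b), at 1356 CPM in *B. nikolskii* and 1.68 in *B. multiradiatus*. All 3 identifiers with an egg or yolk title were at least 4-fold higher in *B. nikolskii*. Among those higher in *B. multiradiatus* was type II cytoskeletal keratin 5, an epidermal protein (DN3261_c0_g2, also titled general transcription factor 3C polypeptide 6), at 178 CPM against 0.764 in *B. nikolskii*.
Cytosolic ribosomal protein identifiers were higher in *B. nikolskii* for 57 of 99 and higher in *B. multiradiatus* for 42, by at least 4-fold for 17 and 11. Each species is 1 pooled library, so these values compare pools.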

Comparative analysis between *B. multiradiatus* and *B. nikolskii* revealed the least pronounced differential gene expression among the groups studied. GO enrichment analysis indicated that the differentially expressed genes (DEGs) were exclusively and highly enriched in the molecular function (MF) category, specifically for cysteine-type peptidase activity and ubiquitin-like protein-specific protease activity (Figure 4a,b). 

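Of 25 identifiers titled for ubiquitin, its ligases or its proteases, 15 were higher in *B. nikolskii* and 10 in *B. multiradiatus*, of which 4 and 2 by at least 4-fold. The median difference was 0.14 on the log2 scale, *B. nikolskii* minus *B. multiradiatus*. E3 ubiquitin-protein ligase RNF126 (DN1292_c0_g2, also titled nucleolar protein 16) was at 41.9 CPM in *B. nikolskii* and 4.99 in *B. multiradiatus*. Ubiquitin-conjugating enzyme E2 K (DN1346_c0_g1, also titled ribosome production factor 1) was at 14.0 and 348 CPM.
Among cysteine proteases that remove ubiquitin, CYLD (DN1967_c0_g1, also titled SH3 domain-binding glutamic acid-rich protein) was at 13.1 CPM in *B. nikolskii* and 6.63 in *B. multiradiatus*, and OTUD6B (DN1002_c0_g1, with 3 other titles) was at 1066 and 626 CPM. These examples were chosen after their values were seen. Of the 25 identifiers, 1 carries the title of a single protein.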

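Proteasome identifiers were near evenly divided between the benthic species. Of 15, 7 were higher in *B. nikolskii* and 8 in *B. multiradiatus*, of which 0 and 1 by at least 4-fold, and the median difference was -0.03 on the log2 scale, *B. nikolskii* minus *B. multiradiatus*. Proteasome subunit beta type-4, part of the catalytic core (DN37837_c0_g1, also titled male-specific lethal 1 homolog), was at 231 CPM in *B. nikolskii* and 107 in *B. multiradiatus*. Regulatory subunit 7 of the 26S proteasome (DN3861_c0_g1) was at 0.543 and 3.55 CPM.
No enrichment test was run on these titles, since the table of titles was read in part.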

Supporting these findings, KEGG pathway analysis demonstrated significant enrichment for proteasome-related functions. Furthermore, the highest numbers of gene enrichments were identified in pathways critical for cellular signaling and homeostasis, including MAPK signaling, focal adhesion, adrenergic signaling in cardiomyocytes, motor proteins, autophagy, and the FoxO signaling pathway (Figure 4c,d).

**Figure 4:**
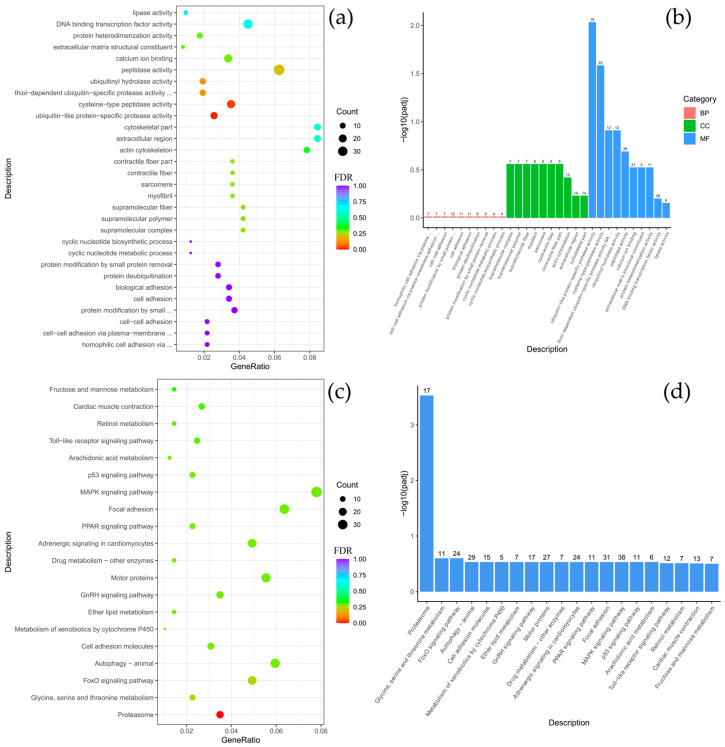
Comparison of *Batrachocottus multiradiatus* and *Batrachocottus nikolskii*: GO and KEGG enrichment analysis of DEGs. (**a**,**b**)—the most significant terms from the GO databases, including biological processes (BP), cellular components (CC), molecular function (MF); (**c**,**d**)—the top enriched terms for KEGG enrichment. The size of a point (**a**,**c**) and numbers above columns (**b**,**d**) represent the number of genes annotated to a specific term. Terms with FDR < 0.05 are considered significant.

As expected, comparative analysis between different fish genera inhabiting distinct ecological niches revealed greater divergence in functional and pathway annotations than comparisons between species of the same genus living in similar conditions. Specifically, the comparison between species of the genera *Batrachocottus* and *Comephorus* identified DEGs significantly enriched in the following categories: within the biological process (BP) category, enrichment was predominantly observed for glycolytic and pyruvate metabolic processes. 

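Identifiers of ribosomal proteins went in both directions between the genera and between the *Comephorus* species. Of 99 identifiers of cytosolic ribosomal proteins, 45 were higher in both *Comephorus* libraries and 37 in both *Batrachocottus* libraries, by any amount. By the stricter criterion of at least 4-fold, 15 and 10 differed between *C. dybowski* and *C. baicalensis* in the direction of the first and the second. Of the 438 identifiers called between the genera on counts, 209 have a protein title and 229 do not, and 249 are among the 792 of the normalized tables. The identifiers without a title limit any comparison of annotations. The ranks of pairs within and across genera were not tested, and leaving out 1 library lowers the count of calls, to 0 without either *Batrachocottus* species.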

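Identifiers of glycolytic enzymes were higher in both *Batrachocottus* libraries than in both *Comephorus* libraries for 5 of 8 and lower for 2, with a median log2 difference of -3.32. limma called 2 higher in *Comephorus* and 2 higher in *Batrachocottus* (2 and 2 when adjusted over the list alone). Glyceraldehyde-3-phosphate dehydrogenase, the enzyme of the first oxidation in glycolysis, stood on both sides. DN1540_c0_g1 (also titled tRNA methyltransferase 10 homolog B) was at 630.4 CPM in *C. dybowski* and 673 in *C. baicalensis* against 1.18 and 0.680 in *B. nikolskii* and *B. multiradiatus* (log2 difference 8.41, SE 0.73, adjusted p = 0.0126 from limma). DN36_c1_g1 (also titled sperm-associated antigen 7 homolog) was at 414 CPM in *B. multiradiatus*, 9.84 in *B. nikolskii* and under 1 CPM in the pelagic species. Pyruvate kinase PKM (DN37_c0_g1, with 2 other titles) was at 378 and 399 CPM in *Comephorus* and 2.50 and 2.44 in *Batrachocottus*.
All 8 carry titles of other proteins too, and the study chose them on these libraries, so the counts are not independent evidence of a direction. None of the calls by limma was kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.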

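Filament proteins made up large parts of the muscle libraries in both genera. Summed over 36 identifiers, thin filament titles held 85122 CPM in *C. dybowski*, 94371 in *C. baicalensis*, 40433 in *B. nikolskii* and 69433 in *B. multiradiatus*. The 12 with 1 protein title held 19006, 19551, 6199 and 5984 CPM in the same order. Of the 36 identifiers, 17 were higher in both *Comephorus* libraries and 15 in both *Batrachocottus* libraries (median log2 difference 0.39), and limma called 10 and 8 (10 and 8 when adjusted over the list alone). Of 32 thick filament identifiers, 12 were higher in both *Comephorus* libraries and 17 in both *Batrachocottus* libraries (median -3.16), and limma called 8 and 8 (7 and 8 when adjusted over the list alone).
Skeletal muscle actin alpha 1 (DN15_c0_g2) was at 5.81 CPM in *C. dybowski*, 20.0 in *C. baicalensis*, 743 in *B. nikolskii* and 3063 in *B. multiradiatus* (log2 difference -6.98, SE 1.17, adjusted p = 0.0195 from limma). A myosin identifier on the other side (DN69_c0_g1, also titled a protein with coiled-coil-helix domains) was at 5619 and 5331 CPM in the pelagic species and 57.9 and 39.2 CPM in the benthic ones.
The study chose these identifiers on the same libraries, so the counts are not independent evidence of a direction, and the calls were lost without *C. dybowski*, *C. baicalensis* or *B. nikolskii*. Restricted to identifiers with 1 protein title, 22.2% of those of the thick filament were higher in both *Comephorus* libraries. Summed by title, 10 of 17 thin filament proteins were higher in both *Comephorus* libraries and 3 in both *Batrachocottus* libraries (median 1.49), and of 13 thick filament proteins 4 and 7 (median -1.07).

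**Figure D2:**
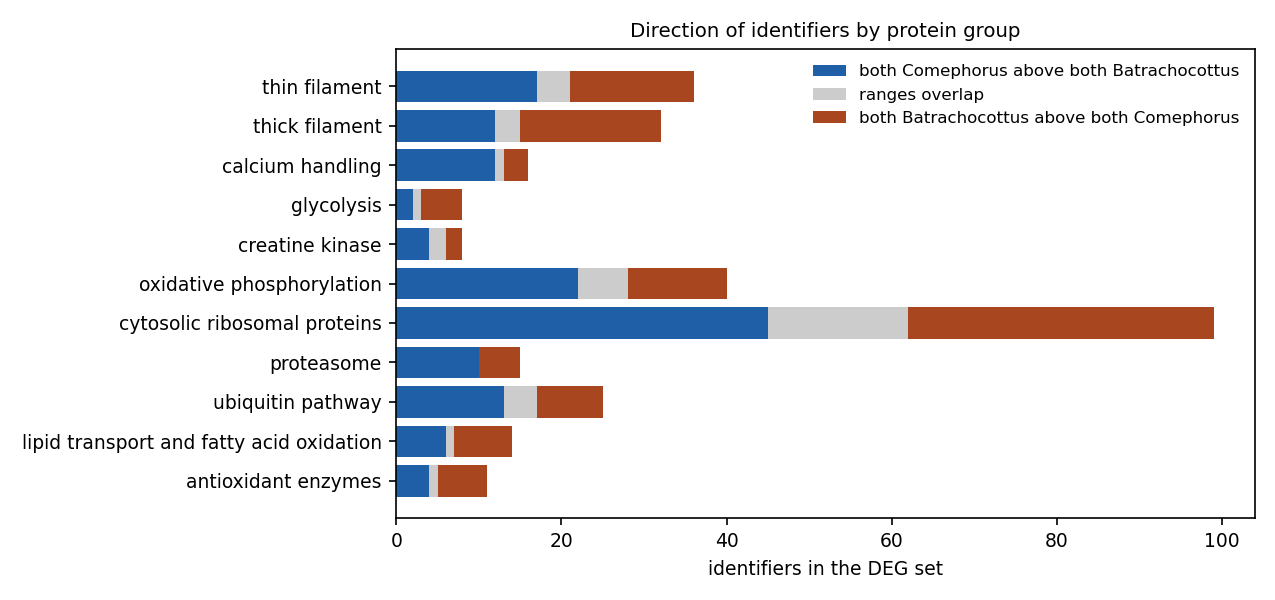
Identifiers of the normalized tables in 11 protein groups, by whether both *Comephorus* libraries lay above both *Batrachocottus* libraries (blue), below them (brown) or overlapped (gray). Thin filament identifiers, at 17 and 15, stand on both sides.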

Concurrently, in the cellular components (CC) category, significant enrichment was observed for genes associated with the troponin complex, contractile fibers, the sarcomere, myofibrils, and various supramolecular structures, including fibers, polymers, and complexes (Figure 5, Figure A4, Figure A5 and Figure A6).

Further interspecific comparisons highlighted species-specific functional specializations. The contrast between *C. dybowski* and benthic *Batrachocottus* species demonstrated that the largest number of DEGs was associated with oxidoreductase activity (Figure 4a,b and Figure A5a,b). In contrast, *C. baicalensis* displayed a different pattern when compared with the same benthic *Batrachocottus* species, with significant enrichment of genes related to the cytoskeleton, specifically those annotated to cytoskeletal part processes (Figure A4a,b and Figure A6a,b).

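Subunits of oxidative phosphorylation, which include the oxidoreductases of the respiratory chain, stood on both sides of the genus contrast. Their median difference shrank when identifiers were summed by title. Of 40 identifiers, 22 were higher in both *Comephorus* libraries and 12 in both *Batrachocottus* libraries, with a median log2 difference of 2.91, and limma called 17 and 9 (18 and 10 when adjusted over the list alone). The share of 55.0% had a binomial interval from 39.8% to 69.3%. That interval includes the share over all 792 identifiers, of which 353 were higher in both *Comephorus* libraries and 316 in both *Batrachocottus* libraries (median 1.40). Summed by title, 13 and 4 of 27 proteins were higher in each genus, with a median of 0.50. NADH dehydrogenase 1 alpha subcomplex subunit 6, of complex I (DN19_c0_g2), was at 518 CPM in *C. dybowski*, 1554 in *C. baicalensis*, 1.77 in *B. nikolskii* and 20.2 in *B. multiradiatus*. Its log2 difference between the genera was 6.87 (SE 1.38, adjusted p = 0.0228 from limma) and turned to -0.99 when all identifiers with this title were summed.
Cytochrome b-c1 complex subunit 7 was split over 2 identifiers. DN4561_c0_g1 was at 126 CPM in *C. dybowski*, 0 (up to 3 counts) in *B. nikolskii* and 1.15 in *B. multiradiatus*, and DN607_c0_g4 was at 0.187, 107 and 133 CPM, with a log2 difference of 0.07 between the genera for their sum.
The identifiers were chosen by the study on these libraries and are not independent evidence of a direction. Calls by limma were lost without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.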

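Cytoskeletal identifiers with high levels in *C. baicalensis* and low levels in the benthic species included tubulin alpha chain, a subunit of microtubules (DN17_c0_g1, also titled ubiquitin carboxyl-terminal hydrolase 28). It was at 5349 CPM in *C. baicalensis*, 26.2 in *B. nikolskii*, 24.6 in *B. multiradiatus* and 11.0 in *C. dybowski*. Type II cytoskeletal keratin 8, an intermediate filament protein of epithelia (DN3893_c2_g1), was at 171 CPM in *C. baicalensis*, 13.4 in *C. dybowski*, 1.05 in *B. nikolskii* and 1.28 in *B. multiradiatus*. Cardiac actin alpha 1 had a further identifier (DN134_c0_g2) at 1929 CPM in *C. baicalensis* and 45.8 in *C. dybowski*, against 10.9 and 16.0 in the benthic species, and was chosen after its values were seen.
Each value is of 1 pooled library, so no test within a species was run.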

According to the KEGG analysis, DEGs were enriched in pathways such as carbon metabolism, pentose phosphate pathway, biosynthesis of amino acids, motor proteins, glycolysis/gluconeogenesis, and fructose and mannose metabolism when comparing species of the genera *Batrachocottus* and *Comephorus*. 

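Identifiers of 3 enzymes of carbon metabolism outside the oxidation step of glycolysis had ranges that did not overlap between the genera, and limma called 1 of them. Phosphoglucomutase-1, which interconverts glucose phosphates (DN1209_c0_g2, also titled nascent polypeptide-associated complex subunit alpha), was at 109 CPM in *B. nikolskii* and 25.6 in *B. multiradiatus*, against 2.78 in *C. dybowski* and 2.44 in *C. baicalensis*. Phosphoglycerate mutase 2 (DN463_c0_g1, with 3 other titles) was at 236 CPM in *B. nikolskii*, 18.7 in *B. multiradiatus*, 11.2 in *C. dybowski* and 8.07 in *C. baicalensis*. Mitochondrial malate dehydrogenase, of the citric acid cycle (DN1530_c0_g1, also titled an uncharacterized protein), was at 130.4 CPM in *C. dybowski*, 8.24 in *C. baicalensis*, 1.34 in *B. nikolskii* and 0.724 in *B. multiradiatus*.
The adjusted p from limma was 0.0382 for phosphoglucomutase-1 (log2 difference -3.91, SE 1.02), 0.179 for phosphoglycerate mutase 2 and 0.0888 for malate dehydrogenase. These 3 examples were chosen after their values were seen, and no pathway test was run on the titles.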

The highest number of enrichments was observed in the pathways of carbon metabolism, biosynthesis of amino acids, motor proteins, and glycolysis/gluconeogenesis (Figure 5c,d, Figure A4c,d, Figure A5c,d and Figure A6c,d).

### 3.3. Analysis of Top-DEGs: Key Metabolic and Structural Genes

To delineate the most robust transcriptional signatures in Baikal sculpins, the significance threshold was stringently set at *p*-value < 0.0001 (logFC = 3) to identify the top differentially expressed genes (top-DEGs). Their expression profiles clearly separate the pelagic and benthic genera (Figure 6).

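An enzyme of nucleotide balance, a calcium-binding protein, a protein of vesicle traffic and a methyltransferase-like protein were among the titles with the 10 largest genus differences in each direction. Nucleoside diphosphate kinase A 2, which balances nucleoside triphosphates, was the title of DN21071_c4_g1, at 68894 CPM in *B. nikolskii* and 88149.6 in *B. multiradiatus* against 13.8 in *C. dybowski* and 7.41 in *C. baicalensis* (log2 difference -12.77, SE 0.78, adjusted p = 0.0126 from limma). Parvalbumin beta (DN1094_c0_g4) was at 41610.3 and 55408 CPM in the benthic species and at 465 and 1.83 CPM in the pelagic ones. Summed over all identifiers with the same title, these differences shrank to -1.90 for the kinase and -0.72 for parvalbumin beta and passed no test.
On the other side, an identifier titled phosphoinositide 3-kinase regulatory subunit 4, a protein of vesicle traffic and autophagy (DN81_c2_g1), was at 19705 CPM in *C. dybowski* and 21812 in *C. baicalensis*, against 3.07 in *B. nikolskii* and 8.73 in *B. multiradiatus* (log2 difference 11.69, SE 0.84, adjusted p = 0.0126 from limma). An identifier titled methyltransferase-like protein 25 (DN6744_c0_g1) was at 583 and 8606 CPM in *Batrachocottus* and at 0.385 and 2.08 in *Comephorus*. Titles were read in part, so these identifiers may carry others, and their values may not be those of the titles given. Each direction holds for both species of a genus, but no call by limma was kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.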

Transcriptomic analysis of muscle tissue revealed distinct expression profiles between the two genera of deep-water sculpin fishes, *Comephorus* and *Batrachocottus* (Figure 6). In general, the pelagic *Comephorus* species (*C. dybowski* and *C. baicalensis*) exhibited pronounced upregulation of genes associated with the sarcomeric complex and oxygen transport. Both species showed high expression levels of actin cytoplasmic (*ACTG1*), actin alpha cardiac muscle (*ACTC1*), F-actin-monooxygenase (*MICAL2*), troponin C (*TNNC*) and troponin T (*TNNT3*), indicating specializations in muscle contraction dynamics. 

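All 5 identifiers were far higher in both *Comephorus* libraries than in both *Batrachocottus* libraries. Cytoplasmic actin *ACTG1* (DN103_c0_g2) was at 2845 CPM in *C. dybowski* and 2237 in *C. baicalensis*, against 2.09 in *B. nikolskii* and 1.26 in *B. multiradiatus*. Cardiac actin *ACTC1* (DN60_c0_g2) was at 32914 and 52062 CPM in the pelagic species and 37.2 and 81.2 in the benthic ones. *MICAL2*, which oxidizes and disassembles actin filaments (DN5278_c0_g1), was at 673, 628, 2.59 and 2.67 CPM in *C. dybowski*, *C. baicalensis*, *B. nikolskii* and *B. multiradiatus*. In the same order, the calcium sensor *TNNC* (DN537_c0_g4) was at 7274, 9738, 0 (up to 3 counts) and 28.3 CPM, and *TNNT3*, which anchors troponin to tropomyosin (DN462_c0_g4), at 8969, 4700.3, 4.38 and 5.56 CPM.
The log2 differences between the genera were 9.90 for *ACTG1* (SE 0.74), 9.53 for *ACTC1* (SE 0.85), 7.49 for *MICAL2* (SE 0.71), 10.60 for *TNNC* (SE 1.88) and 10.09 for *TNNT3* (SE 0.79), with adjusted p from 0.0126 to 0.0199 by limma. Identifiers of slow and cardiac muscle proteins, among which *ACTC1* counts, were higher in both *Comephorus* libraries for 4 of 9 and in both *Batrachocottus* libraries for 4.
Summing all identifiers with the same title reduced the difference to 4.30 for cytoplasmic actin 2, still called (adjusted p = 0.0161), and to 0.67 for troponin T type 3a, 3.86 for troponin C and 1.49 for cardiac actin, which passed no test. These sums count identifiers with several titles in full. For troponin T type 3a the other members, DN123_c0_g1 and DN123_c0_g2, are also titled myosin light polypeptide 3. The *ACTC1* identifier is also titled alpha skeletal muscle actin, a title whose sum kept a difference of 4.31 (adjusted p = 0.0161 from limma). The identifiers of *ACTG1*, *ACTC1* and *MICAL2* carry titles of other proteins as well. No call by limma was kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.

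**Figure D3:**
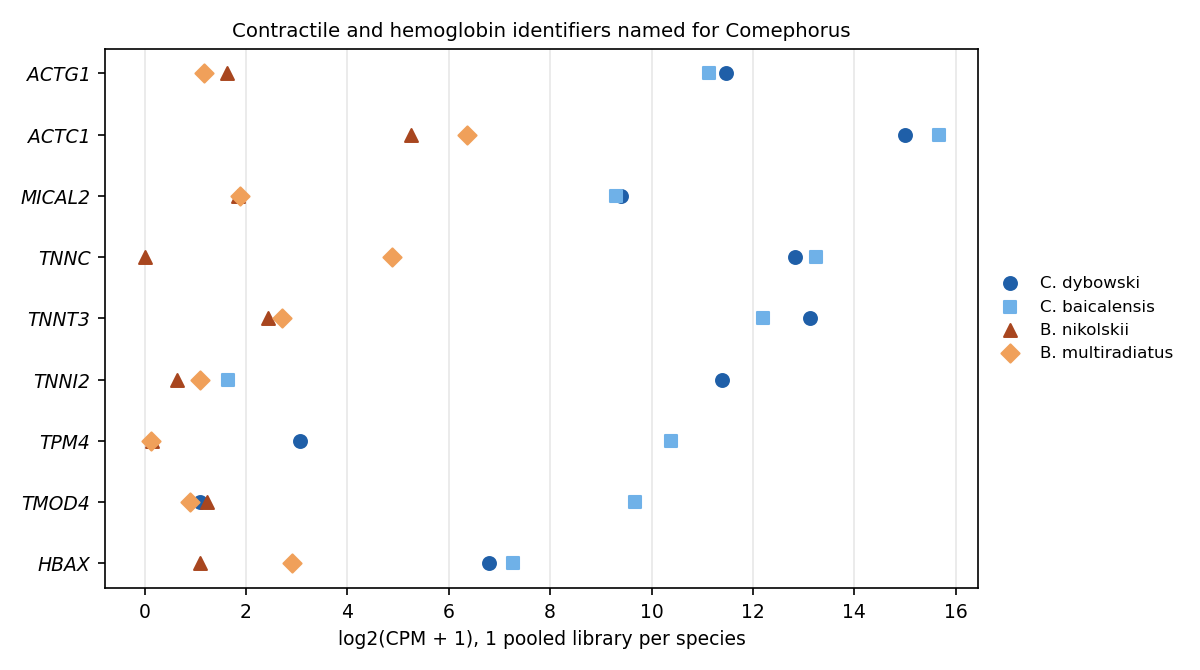
Levels of 9 identifiers as log2(CPM + 1), 1 point per species (blue, *Comephorus*; brown and orange, *Batrachocottus*). For *ACTG1*, *ACTC1*, *MICAL2*, *TNNC*, *TNNT3* and *HBAX* both blue points lie right of both *Batrachocottus* points.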

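Fast skeletal troponin I, the inhibitory subunit of troponin, was carried by *TNNI2* (DN46_c0_g3) in *C. dybowski* at 2669 CPM, whereas the other 3 species were at 2.12 CPM (*C. baicalensis*), 0.562 (*B. nikolskii*) and 1.12 (*B. multiradiatus*). *TPM4*, a tropomyosin that lies along actin filaments (DN9_c2_g1), was at 1337 CPM in *C. baicalensis*, 7.37 in *C. dybowski*, 0.113 in *B. nikolskii* and 0.0920 in *B. multiradiatus*. *TMOD4*, which caps the pointed ends of thin filaments (DN3070_c1_g2), was at 816 CPM in *C. baicalensis*, 1.12 in *C. dybowski*, 1.34 in *B. nikolskii* and 0.867 in *B. multiradiatus*. Each has the title of a single protein. Summed over all identifiers titled fast skeletal troponin I, *C. dybowski* was at 2681 CPM and *C. baicalensis* at 7469, so that *C. dybowski* minus *C. baicalensis* turned from 9.74 to -1.48 on the log2 scale. The turn rests on DN55_c0_g3, which is also titled an aldehyde dehydrogenase. For tropomodulin-4 the same sums gave 2.84 and 846 CPM (-7.79, from -8.59). With 1 pooled library per species, no test within a genus applies to these values.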

Troponin I fast skeletal muscle (*TNNI2*) was upregulated in *C. dybowski*, while tropomyosin 4 (*TPM4*) and tropomodulin (*TMOD4*) showed high expression in *C. baicalensis*. Furthermore, elevated expression of hemoglobin subunit alpha (*HBAX*) was observed. 

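*HBAX*, a subunit of hemoglobin titled hemoglobin alpha embryonic 5 (DN50_c2_g1), was at 110.0 CPM in *C. dybowski* and 154 in *C. baicalensis*, against 1.13 in *B. nikolskii* and 6.47 in *B. multiradiatus*. The log2 difference was 5.04 (SE 0.98, adjusted p = 0.0216 from limma), and 7.19 (adjusted p = 0.0132) with both identifiers of this title summed. Of 10 identifiers titled for erythrocyte proteins, 7 were higher in both *Comephorus* libraries and 2 in both *Batrachocottus* libraries, with a median log2 difference of 3.76, and limma called 5 and 1 (5 and 2 when adjusted over the list alone). Their sums were 3435 CPM in *C. dybowski*, 3135 in *C. baicalensis*, 1096 in *B. nikolskii* and 736 in *B. multiradiatus*. Hemoglobin embryonic subunit alpha (DN7542_c0_g2) was at 742, 977, 0 (up to 3 counts) and 9.09 CPM in the same order, and the log2 difference of all identifiers with its title, when summed, was 1.99 (adjusted p = 0.0826). Hemoglobin subunit beta-2 (DN491_c0_g1, also titled a nuclear cap-binding protein) went the other way, at 13.5, 64.9, 357 and 351 CPM.
Hemoglobin is made by erythrocytes, whose share in the pooled muscle was not measured. The study chose these identifiers on the same libraries, and no call by limma was kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.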

The gene encoding reticulon 4 (*RTN4L*) was also significantly upregulated in *C. dybowski*, suggesting potential neural or endoplasmic reticulum specializations.

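*RTN4L*, titled reticulon-4, a membrane protein that shapes endoplasmic reticulum tubules (DN462_c0_g1), was at 2111 CPM in *C. dybowski*, 137 in *C. baicalensis*, 11.2 in *B. nikolskii* and 31.0 in *B. multiradiatus*. A second reticulon-4 identifier (DN267_c0_g1, also titled troponin C and nuclear migration protein nudC) was at 169 CPM in *C. dybowski* and 8185 in *C. baicalensis*, with 18.4 and 36.0 in the benthic species. Reticulon-4 and heat shock protein beta-11 share DN267_c0_g2, at 150.2 and 116 CPM in *Comephorus* and 0.239 and 2.99 in *Batrachocottus*. Summed over these identifiers, *C. dybowski* was at 2430.1 CPM and *C. baicalensis* at 8437, which turned *C. dybowski* minus *C. baicalensis* from 3.94 to -1.80 on the log2 scale, and the log2 difference between the genera was 6.60. The turn rests on DN267_c0_g1, whose reads were not divided between reticulon-4, troponin C and nudC, so it may not be one of reticulon-4.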

In contrast, the benthic species of the *Batrachocottus* genus displayed a markedly different transcriptomic signature, characterized by enhanced expression of genes involved in mitochondrial energy metabolism and lipid utilization. The deep-water benthic *B. nikolskii* showed dramatic upregulation of cytochrome b (*MT-CYB*) and cytochrome c oxidase (*COX5A*), key components of the mitochondrial electron transport chain. This species also exhibited elevated levels of fatty acid-binding protein 3 (*FABP3*) and apolipoprotein A-II (*APOA2*), which facilitate intracellular fatty acid transport. 

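*MT-CYB*, the mitochondrially encoded subunit of complex III (DN1520_c3_g2), was at 3342 CPM in *B. nikolskii* against 0.572 in *B. multiradiatus*, 0.311 in *C. dybowski* and 1.91 in *C. baicalensis*. *COX5A*, a nuclear-encoded subunit of cytochrome c oxidase (DN3521_c0_g3), was at 136 CPM in *B. nikolskii*, 4.41 in *B. multiradiatus*, 0.212 in *C. dybowski* and 1.83 in *C. baicalensis*. Cytochrome c oxidase subunit 6A (DN351_c0_g1) was at 604 and 147 CPM in *B. nikolskii* and *B. multiradiatus* and at 19.9 and 14.8 in *C. dybowski* and *C. baicalensis*, while a second identifier with that title (DN476_c0_g1) was at 2.73, 4.51, 369 and 294 CPM in the same order. Both 6A identifiers were chosen after their values were seen.
Zona pellucida sperm-binding protein 4, an egg coat protein (DN1271_c0_g2, also titled synaptogyrin-2b), was also higher in the *B. nikolskii* pool, at 113 CPM against 0.0690 in *B. multiradiatus*. Other mitochondrially encoded subunits were not among the titles read.

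**Figure D4:**
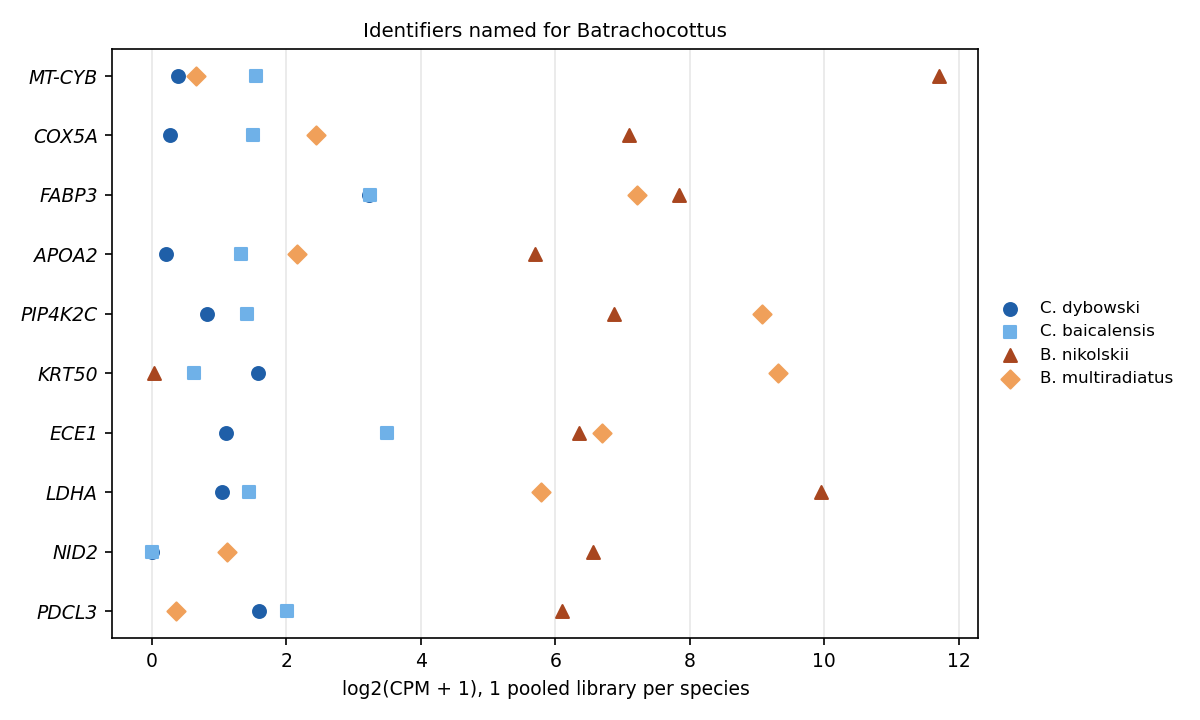
Levels of 10 identifiers as log2(CPM + 1), 1 point per species (blue, *Comephorus*; brown and orange, *Batrachocottus*). *MT-CYB* is high in *B. nikolskii* and *KRT50* in *B. multiradiatus*, while both *Batrachocottus* species lie right of both *Comephorus* species for *FABP3*, *PIP4K2C*, *ECE1* and *LDHA*.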

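*FABP3* (DN2825_c0_g1) was at 228 CPM in *B. nikolskii* and 147 in *B. multiradiatus*, against 8.37 in *C. dybowski* and 8.45 in *C. baicalensis*. Another identifier titled heart fatty acid-binding protein (DN1992_c0_g1) is higher in *Comephorus*, and with both summed the log2 difference turned from -4.29 to 1.20. The turn rests on DN1992_c0_g1, which also carries other titles. *APOA2*, a plasma lipoprotein component (DN11993_c1_g1), was at 50.9 CPM in *B. nikolskii*, 3.49 in *B. multiradiatus*, 0.162 in *C. dybowski* and 1.50 in *C. baicalensis*.
Apolipoproteins are made mainly by the liver, and of 4 identifiers of liver and plasma proteins 1 was higher in both *Comephorus* libraries and 2 in both *Batrachocottus* libraries.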

The eurybenthic *B. multiradiatus* showed a similar trend in lipid metabolism, with high expression of FABP3 and phosphatidylinositol-5-phosphate 4-kinase type 2 gamma (*PIP4K2C*), but was uniquely characterized by strong upregulation of keratin 50 (*KRT50*).

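*PIP4K2C*, a kinase of phosphoinositide signaling (DN3704_c1_g1), was at 538 CPM in *B. multiradiatus* and 116 in *B. nikolskii*, against 0.760 in *C. dybowski* and 1.66 in *C. baicalensis*. *KRT50*, a type I keratin of epithelia (DN9_c0_g8), was at 635 CPM in *B. multiradiatus*, 0.0210 in *B. nikolskii*, 1.97 in *C. dybowski* and 0.540 in *C. baicalensis*.
Keratins are markers of epidermis. Of 7 keratin identifiers, 3 were at least 4-fold higher in *B. multiradiatus* than in *B. nikolskii*, and 4 were higher in both *Comephorus* libraries than in both *Batrachocottus* libraries, with 1 the reverse. Their sums were 183 CPM in *C. dybowski*, 589 in *C. baicalensis*, 29.0 in *B. nikolskii* and 894 in *B. multiradiatus*. Type I cytoskeletal keratin 15 (DN9_c0_g5, also titled a mitochondrial amidotransferase subunit) was at 75.3 CPM in *B. multiradiatus* and 1.34 in *B. nikolskii*, and keratin 94 (DN1888_c0_g2) at 362 CPM in *C. baicalensis* and 2.34 in *B. multiradiatus*.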

Several genes demonstrated reciprocal expression patterns that further highlight divergent ecological adaptations. For example, troponin T (*TNNT3*), hemoglobin subunit alpha (*HBAX*), guanine nucleotide-binding protein (*GNAI*), and actin cytoplasmic (*ACTG1*) were highly expressed in *Comephorus*, but strongly downregulated in *Batrachocottus*. Conversely, genes such as fatty acid-binding protein 3 (*FABP3*), endothelin converting enzyme (*ECE1*) and phosphatidylinositol-5-phosphate 4-kinase type 2 gamma (PIP4K2C) were upregulated in the benthic species but downregulated in the pelagic ones. 

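*GNAI*, an inhibitory G protein subunit (DN1329_c0_g1, also titled tubulin beta-2A and beta-4B), was at 6.75 CPM in *C. dybowski* and 22.6 in *C. baicalensis* against 1.01 in *B. nikolskii* and 3.11 in *B. multiradiatus*. Its log2 difference was 2.23 (SE 0.98) and did not pass limma's test (adjusted p = 0.124). The paper also measured *GNAI* by qPCR on individual fish, which is not analysed here.
The titles of actin and fast troponin T were also found on identifiers in the reverse direction. Cytoplasmic actin 2, the title of *ACTG1*, was carried by DN254_c1_g1 at 141 CPM in *B. nikolskii* and 43.1 in *B. multiradiatus*, with 4.63 and 1.25 in *C. dybowski* and *C. baicalensis*. Fast skeletal troponin T was carried by DN804_c0_g1 (with 2 other titles) at 116 and 105 CPM in the benthic species and 3.31 and 15.8 in the pelagic ones. Both were chosen after their values were seen.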

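*ECE1*, which activates endothelins (DN1477_c0_g2), was at 80.8 CPM in *B. nikolskii* and 103 in *B. multiradiatus*, against 1.16 in *C. dybowski* and 10.3 in *C. baicalensis*. The log2 difference was -4.22 (SE 1.12, adjusted p = 0.0392 from limma) and missed the threshold with a pseudocount of 0.1. The identifier also carries the titles heat shock protein HSP 90-beta and astrocytic phosphoprotein PEA-15. *PIP4K2C* had a log2 difference of -6.86 (SE 1.08, adjusted p = 0.0188 from limma). The difference of the *FABP3* identifier had an SE of 0.75 (adjusted p = 0.0199 from limma). None of these calls was kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.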

The glycolytic enzymes, malate dehydrogenase 1 (*MDH1*) and L-lactate dehydrogenase A (*LDHA*), were also downregulated in both *Comephorus* species but upregulated in *Batrachocottus*, suggesting differences in metabolic potential or a possible switch to other mechanisms of energy production in *Comephorus* species, as confirmed by activation of the PPAR signaling pathway in these species (Figure 3c,d). Similarly, nidogen 2 (*NID2*) and phosducin-like 3 (*PDCL3*) were upregulated in *B. nikolskii*, indicating potential specializations in extracellular matrix organization and G-protein signaling, respectively, which are less prominent in the pelagic genus.

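Cytoplasmic malate dehydrogenase, which interconverts malate and oxaloacetate, was carried by identifiers that went in opposite directions. DN4529_c0_g2 was at 63.1 CPM in *B. nikolskii* and 33.0 in *B. multiradiatus*, against 1.18 in *C. dybowski* and 1.14 in *C. baicalensis* (log2 difference -4.43, SE 0.78). DN3489_c1_g1, titled malate dehydrogenase 1Ab and thiamin pyrophosphokinase 2, was at 108 and 252 CPM in the pelagic species and 0.567 and 2.47 in the benthic ones (log2 difference 6.16, SE 0.93). *LDHA*, which forms lactate (DN1236_c0_g1, also titled tumor susceptibility 101a), chosen by its title, was at 984 CPM in *B. nikolskii*, 54.0 in *B. multiradiatus*, 1.07 in *C. dybowski* and 1.72 in *C. baicalensis* (log2 difference -6.62, SE 1.65).
By limma the adjusted p was 0.0199 and 0.0186 for the malate dehydrogenase identifiers and 0.0349 for *LDHA*, the last lost with a pseudocount of 10, and none was kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.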

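*NID2*, a basement membrane protein (DN958_c1_g3), was at 93.1 CPM in *B. nikolskii* and 1.17 in *B. multiradiatus*, and at 0 in both *Comephorus* libraries, which allows up to 3 counts. *PDCL3*, a cochaperone of G protein subunits (DN1966_c0_g2, also titled ubiquitin-conjugating enzyme E2 R2), was at 67.6 CPM in *B. nikolskii*, 0.277 in *B. multiradiatus*, 2.03 in *C. dybowski* and 3.01 in *C. baicalensis*. Connective tissue markers had 2 identifiers, both higher in both *Batrachocottus* libraries. Of these, collagen type I alpha 1b (DN1439_c0_g2, also titled a cytosolic Fe-S cluster assembly factor) was at 399.6 CPM in *B. nikolskii*, 248 in *B. multiradiatus*, 107 in *C. baicalensis* and 8.34 in *C. dybowski*.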

In summary, the transcriptomic profiles clearly differentiate the pelagic *Comephorus* genus, which emphasizes muscle contraction and oxygen transport genes, from the benthic *Batrachocottus* genus, which shows increased expression of genes involved in cellular resilience and lipid metabolism.

### 3.4. Validation of Transcriptomic Data via qPCR

The expression of key genes was validated using quantitative PCR (qPCR). The qPCR results (Figure 7a) exhibited a strong concordance with the RNA-Seq data (Figure 6 and Figure 7b), thereby confirming the reliability of the transcriptomic findings.

## 4. Discussion

### 4.1. The Pelagic Signature: Rewiring Musculoskeletal and Metabolic Systems for a Life in the Water Column

The pelagic *Comephorus* genus, which undergoes diel vertical migration through the oxygenated bathyal zone, showed significant upregulation of genes encoding structural and contractile proteins (Figure 6 and Figure 7). These included actin cytoplasmic (*ACTG1*, logFC = 4.78 in *C. baicalensis* and logFC = 5.12 in *C. dybowski*), actin alpha cardiac muscle (*ACTC1*, logFC = 5.09 and logFC = 4.43, respectively), F-actin-monooxygenase (*MICAL2*, logFC = 3.69 and logFC = 3.79, respectively), troponin C (*TNNC*, logFC = 5.51 and logFC = 5.09, respectively) and troponin T (*TNNT3*, logFC = 4.58 and logFC = 5.51, respectively) in both species. 

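On the scale of these logFC values, log2(CPM + 1) minus the mean of the 4 species, *ACTG1* was at 4.78 in *C. baicalensis* and 5.12 in *C. dybowski*, with -4.72 in *B. nikolskii* and -5.17 in *B. multiradiatus*. *ACTC1* was at 5.09 and 4.43, *MICAL2* at 3.69 and 3.79, *TNNC* at 5.51 and 5.09 and *TNNT3* at 4.58 and 5.51 in *C. baicalensis* and *C. dybowski*. A value on this scale is a distance from the mean of all 4 species and not from the benthic pair. Of 57 values that the text prints on this scale and that were compared, 56 lay within 0.01 of those computed from the normalized tables. Some identifiers, among them those of *ALDOA*, *NDUFA4L*, *RPLP0* and *CAT*, were found by the printed value, so their match was fixed in advance.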

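Other identifiers titled fast skeletal troponin I were high in other species. DN55_c0_g3 (also titled aldehyde dehydrogenase family 16 member A1) was at 6491 CPM in *C. baicalensis*, 8.24 in *C. dybowski*, 5.38 in *B. nikolskii* and 3.84 in *B. multiradiatus*. DN640_c0_g3 was at 2685 CPM in *B. multiradiatus*, 2431 in *B. nikolskii*, 976 in *C. baicalensis* and 3.95 in *C. dybowski*, and was chosen after its values were seen. The identifier of *TNNI2* itself was at 7.69 in *C. dybowski* relative to the mean of the 4 species on the log2 scale, that of *TPM4* at 6.95 in *C. baicalensis* and that of *TMOD4* at 6.45 in *C. baicalensis*.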

We also observed upregulation of troponin I fast skeletal muscle (*TNNI2*, logFC = 7.69) in *C. dybowski*, and tropomyosin 4 (*TPM4*, logFC = 6.95) and tropomodulin (*TMOD4*, logFC = 6.45) in *C. baicalensis*. This pattern indicates specialized skeletal muscle physiology. This conclusion is further supported by the increased expression of hemoglobin alpha (*HBAX*, logFC = 2.76 and logFC = 2.28, respectively) in both species of *Comephorus*, which aligns with previous physiological and biochemical data on hemoglobin fractions [13]. This adaptation likely enhances oxygen saturation in the cold pelagic environment by improving blood oxygen affinity. This mechanism could compensate for the reduced gill surface area in *Comephorus* [41], which is considered an energy-saving adaptation [42].

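Relative to the mean of the 4 species on the log2 scale, *HBAX* was at 2.76 in *C. baicalensis*, 2.28 in *C. dybowski*, -3.42 in *B. nikolskii* and -1.61 in *B. multiradiatus*. A more abundant identifier with the same title, hemoglobin alpha embryonic 5 (DN49_c1_g1), was at 1152 CPM in *C. baicalensis* and 792 in *C. dybowski*, against 2.92 in *B. nikolskii* and 3.51 in *B. multiradiatus*. An identifier titled hemoglobin embryonic subunit alpha and 2 other proteins (DN163_c0_g1) was higher in the benthic species, at 332 CPM in *B. multiradiatus*, 107 in *B. nikolskii*, 7.68 in *C. dybowski* and 4.22 in *C. baicalensis*.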

The upregulation of key structural and contractile elements indicates a musculoskeletal system specialized for continuous locomotion and maneuverability in a three-dimensional environment. This represents a major shift from the benthic “sit-and-wait” strategy and corresponds with the highly derived morphology of *Comephorus* species. This is evidenced by their elongated, laterally flattened body; a head lacking armament; long and broad, fan-shaped pectoral fins; flexible skull bones; and a lightweight skeleton. Their diet also reflects this pelagic lifestyle. Adults primarily consume the pelagic amphipod *Macrohectopus branickii* (Dybowsky, 1874), which they hunt by performing vertical migrations to follow their prey, as well as juvenile fish of their own genus. The juveniles feed on the copepod *Epischura baikalensis* (Sars, 1900) [3,6,43]. This molecular profile is further reinforced by the upregulation of calcium-handling genes such as calsequestrin-1a (*CASQ1A*, logFC = 3.05 in *C. baicalensis* and logFC = 1.89 in *C. dybowski*), calsequestrin-1b (*CASQ1B*, logFC = 3.79 and logFC = 3.90, respectively) and sarcoplasmic/endoplasmic reticulum calcium ATPase 1 (*SERCA/ATP2A*, logFC = 5.35 and logFC = 4.70, respectively), which are crucial for the efficient cycling required for sustained muscle contraction (Figure 6). 

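Identifiers of calcium handling proteins were more often higher in *Comephorus*, although their summed levels did not part the genera. Of 16 identifiers, 12 were higher in both *Comephorus* libraries and 3 in both *Batrachocottus* libraries, with a median log2 difference of 4.77, and limma called 10 and 2 (10 and 2 when adjusted over the list alone). Summed by title, 5 of 9 proteins were higher in *Comephorus* and 3 in *Batrachocottus* (median 4.28), and all 16 identifiers held 40021 CPM in *C. baicalensis*, 88607 in *C. dybowski*, 53250.0 in *B. nikolskii* and 73330.2 in *B. multiradiatus*. Parvalbumin titles hold most of these sums. The 4 identifiers with 1 title held 119, 28207, 41615 and 55410 CPM in the same order, higher in *Batrachocottus*. *CASQ1B*, a calcium store protein of the sarcoplasmic reticulum (DN994_c0_g2, also titled 60S ribosomal protein L9), was at 1437 CPM in *C. baicalensis*, 1557 in *C. dybowski*, 6.12 in *B. nikolskii* and 6.35 in *B. multiradiatus* (log2 difference 7.69, SE 0.72, adjusted p = 0.0126 from limma). *CASQ1A* (DN2796_c0_g2, with 2 other titles) was at 311, 139, 4.47 and 7.46 CPM in the same order, and the calcium pump *SERCA* (DN279_c0_g1, also titled a sodium channel subunit) at 3819, 2434, 1.43 and 2.38 CPM. Summed by title, the log2 difference between the genera was 9.91 for *SERCA*, 7.41 for *CASQ1B* and 4.96 for *CASQ1A*. The adjusted p from limma was 0.0099, 0.0099 and 0.0161.
With the 4-species mean as 0 on the log2 scale, these were at 3.05 in *C. baicalensis* and 1.89 in *C. dybowski* for *CASQ1A*, 3.79 and 3.90 for *CASQ1B* and 5.35 and 4.70 for *SERCA*. The identifiers were chosen by the study on these libraries, so the count is not independent evidence of a direction. No call by limma was kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.
From the higher levels of contractile and calcium-handling genes in *Comephorus*, together with its body form and diet, the paper reasons that its muscle is specialized for continuous locomotion in the water column, in contrast to the sit-and-wait habit of benthic species.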

The enrichment of the “motor proteins” KEGG pathway supports the idea that efficient muscle function under high hydrostatic pressure is a key adaptation for pelagic life. This molecular signature of enhanced contractile machinery and calcium cycling is also characteristic of active fish species with a swim bladder and has been documented in other comparative studies of fish with varying activity levels [44].

We also found distinct transcriptional profiles between *C. dybowski* and *C. baicalensis*, indicating species-specific specializations. The most notable divergence between the two species is in their muscle contractile and calcium-handling machinery. The marked up-regulation of parvalbumin 3 (*PVALB3*, logFC = 10.44) and fast skeletal troponin I (*TNNI2*) in *C. dybowski* suggests an adaptation for rapid calcium cycling and potentially faster contraction kinetics (Figure 6). 

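*PVALB3* (DN832_c0_g1) was at 27615 CPM in *C. dybowski*, 4.64 in *C. baicalensis* and 0 in *B. nikolskii* and *B. multiradiatus*, where the depth allows up to the limits of 3 counts. Relative to the mean of the 4 species it was at 10.44 on the log2 scale in *C. dybowski*. Parvalbumin titles were abundant in each species under other identifiers. An identifier titled parvalbumin 3, myosin regulatory light chain 2a and a cohesion factor (DN1094_c0_g1) was at 9512 CPM in *B. nikolskii*, 17714 in *B. multiradiatus*, 54.5 in *C. baicalensis* and 5.38 in *C. dybowski*. Parvalbumin beta (DN4_c0_g1, with 2 other titles), chosen after its values were seen, was at 12303 CPM in *C. baicalensis*, 1757 in *C. dybowski*, 225 in *B. nikolskii* and 166 in *B. multiradiatus*. Summed over all identifiers titled parvalbumin 3, *C. dybowski* was at 57424 CPM and *C. baicalensis* at 68.2 (log2 difference between these species 9.70), while the log2 difference between the genera turned from 8.62 to -2.70 (adjusted p = 0.531 from limma).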

Parvalbumin acts as a soluble calcium buffer, accelerating muscle relaxation, which is crucial for sustained swimming [45]. In contrast, the up-regulation of tropomodulin-4 (*TMOD4*) in *C. baicalensis*, a regulator of actin filament length and stability, suggests a different strategy, possibly favoring structural stability over speed. This dichotomy indicates that even within the same genus and habitat, divergent evolutionary paths can be taken for muscle performance. 

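A second identifier titled tropomodulin-4 (DN3070_c1_g1) was at 28.6 CPM in *C. baicalensis*, 1.33 in *C. dybowski*, 1.13 in *B. nikolskii* and 0.453 in *B. multiradiatus*. Another (DN1118_c0_g1, also titled small ubiquitin like modifier 2a and a WD repeat protein) was at 35.5 CPM in *B. nikolskii*, 44.7 in *B. multiradiatus*, 1.07 in *C. baicalensis* and 0.393 in *C. dybowski*. Both were chosen after their values were seen. Between the *Comephorus* species, the log2 difference of the most abundant of the 3 identifiers, *C. dybowski* minus *C. baicalensis*, was -8.59.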

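Ribosomal protein identifiers went both ways between *C. dybowski* and *C. baicalensis*. Of 99, 49 were higher in *C. dybowski* and 50 in *C. baicalensis*, with a median log2 difference of -0.01, and their sums were 65841 and 46491 CPM. 60S acidic ribosomal protein P0, of the ribosomal stalk, was at 823 CPM in *C. dybowski* and 0.957 in *C. baicalensis* for DN5989_c0_g2. 40S ribosomal protein S3 (DN5704_c0_g3) was at 1613 and 7.16 CPM and was chosen after its values were seen. An identifier titled 60S ribosomal protein L22 and a kinase of branched-chain amino acid breakdown (DN24_c0_g1) was at 10627 CPM in *C. dybowski* and 2832 in *C. baicalensis*. No spread within either species was measured.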

The down-regulation of several ribosomal protein genes in *C. dybowski*, along with the up-regulation of contractile proteins, may reflect a shift in metabolic investment from protein synthesis to the specialized function of the muscle apparatus.

Another finding is the significant up-regulation of apolipoprotein Eb (*APOEb*, logFC = 4.39) in *C. baicalensis* (Figure 6 and Figure 7). This is consistent with previously obtained data on the lipid composition of species from this genus [46]. In particular, among the secondary pelagic fishes of Lake Baikal, only *C. baicalensis* is characterized by a high lipid content, constituting 38.9% of its wet body mass, whereas this value is only 4.7% in *C. dybowski* [47]. 

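*APOEb*, a lipoprotein component that binds lipoprotein receptors (DN45_c1_g1), was at 161 CPM in *C. baicalensis*, 4.23 in *C. dybowski*, 1.17 in *B. nikolskii* and 0.978 in *B. multiradiatus*. With the 4-species mean as 0 on the log2 scale, it was at 4.39 in *C. baicalensis*. The same title was carried by DN1401_c0_g1, at 32.9 CPM in *C. dybowski* and 1.21 in *C. baicalensis*, and by DN4239_c0_g3, at 122 CPM in *B. multiradiatus* and 2.28 in *B. nikolskii*. Apolipoproteins are also markers of liver and plasma, whose share in the pooled muscle was not measured.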

Our data indicate that this high lipid content in *C. baicalensis* is likely supported by the upregulation of mitochondrial genes involved in electron transport and energy metabolism, such as NADH:ubiquinone oxidoreductase subunits (e.g., *NDUFA4L*, logFC = 3.22) and ATP synthase subunits (*ATP5F1B*, logFC = 4.93) (Figure 6). This suggests a multi-level genomic rewiring of energy balance to support their lifestyle across a wide range of depths and pressures. This may be explained by the fact that sculpins lacking a swim bladder have evolved various adaptations for inhabiting the water column, including increased lipid deposition to reduce overall body density [46]. 

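The identifier of *NDUFA4L* (DN6936_c0_g1) was at 419 CPM in *C. baicalensis* and 0.586 in *C. dybowski*, and at 379 in *B. nikolskii* and 15.5 in *B. multiradiatus*. It was identified by the value that the paper prints, since no title was read for it. An identifier titled cytochrome c oxidase subunit NDUFA4L (DN4524_c0_g1) was at 41.7 CPM in *C. baicalensis*, 14.4 in *C. dybowski*, 1.97 in *B. nikolskii* and 4.58 in *B. multiradiatus*. The identifier with the value printed for *ATP5F1B* (DN19139_c0_g1) was at 152 CPM in *C. baicalensis*, 0.595 in *C. dybowski*, 0.960 in *B. nikolskii* and 0.334 in *B. multiradiatus*. Its title is ATP synthase F(0) complex subunit B1, of the membrane part of complex V, whereas the symbol is the paper's. A further identifier with this title (DN475_c1_g2, also titled protein shisa-2), chosen after its values were seen, was at 199 and 257 CPM in the benthic species, and with all summed *C. baicalensis* was at 202 CPM and *C. dybowski* at 3.34 (*C. dybowski* minus *C. baicalensis* -5.54 on the log2 scale), while the log2 difference between the genera turned from 3.27 to -2.95 (adjusted p = 0.279 from limma).
Of the 40 identifiers of oxidative phosphorylation, 22 were higher in *C. baicalensis* than in *C. dybowski* and 18 lower, by at least 4-fold for 5 and 3.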

In the marine context, deep-sea fishes often exhibit substantial lipid deposition as a buoyancy adaptation, reducing their metabolic cost of maintaining position in the water column, a well-documented strategy in lieu of a swim bladder [48].

Although *C. dybowski* has a lower total body lipid content than *C. baicalensis*, the transcriptomic profiles suggest this difference may result from a divergence in lipid metabolism dynamics. This is supported by the concurrent up-regulation in *C. dybowski* of key enzymes involved in mitochondrial fatty acid β-oxidation, such as long-chain-fatty-acid-CoA ligase (*ACSBG2*, logFC = 5.08), which activates fatty acids for degradation, and 3-ketoacyl-CoA thiolase (*ACAA1*, logFC = 3.41), a terminal enzyme in the β-oxidation spiral (Figure 6). Moreover, *ACAA1* may elevate the proportion of polyunsaturated fatty acids (PUFAs) within membrane phospholipids [49,50,51] and potentially preserve essential membrane fluidity and functionality even at near-freezing temperatures [52,53]. 

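*ACSBG2*, which activates long-chain fatty acids (DN1041_c0_g1, also titled lipoyl synthase), was at 3405 CPM in *C. dybowski* and 1448 in *C. baicalensis*, against 2.39 in *B. nikolskii* and 5.23 in *B. multiradiatus*. The identifier with the value printed for *ACAA1* (DN1338_c0_g1) was at 1779, 959.7, 21.8 and 19.4 CPM in the same order. Its title is mitochondrial 3-ketoacyl-CoA thiolase, the last enzyme of a beta-oxidation cycle, whereas the symbol is the paper's. Relative to the mean of the 4 species on the log2 scale, *ACSBG2* was at 5.08 in *C. dybowski* and 3.84 in *C. baicalensis*, and *ACAA1* at 3.41 and 2.52. The difference between the *Comephorus* species, *C. dybowski* minus *C. baicalensis*, was 1.23 for *ACSBG2* and 0.89 for *ACAA1*, with no replicate to set it against.
Between the genera, the log2 difference was 8.92 (SE 0.89, adjusted p = 0.0128) for *ACSBG2* and 5.92 (SE 0.78, adjusted p = 0.0155) for *ACAA1* by limma, calls that were lost without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.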

The data suggest that *C. dybowski* maintains a state of high lipid flux and turnover, necessitating efficient transport and mobilization, rather than long-term storage, representing a synergistic solution to high hydrostatic pressure stressors in the water column. The high lipid content in *C. baicalensis* likely represents a more static energy reserve. This is confirmed by the high activity of the peroxisome proliferator-activated receptor (PPAR) signaling pathway (Figure 3), which plays a crucial role in systemic cell metabolism, regulating lipid expenditure, energy homeostasis, and immune response inhibition [54,55,56].

Finally, we observed adaptations for managing cellular stress in the deep pelagic zone. The up-regulation of glutathione S-transferase theta-1a (*GSTT1A*, logFC = 4.35) in *C. baicalensis* (Figure 6b) implies a reinforced system for detoxification and oxidative stress management. 

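*MIF*, a cytokine with roles in inflammation and metabolism (DN383_c0_g2), was at 23337 CPM in *C. dybowski* and 21170.4 in *C. baicalensis*, against 4.18 in *B. nikolskii* and 1.75 in *B. multiradiatus*. The log2 difference was 12.52 (SE 0.79, adjusted p = 0.0126 from limma), a call lost without *C. dybowski*, *C. baicalensis* or *B. nikolskii*. With the 4-species mean as 0 on the log2 scale, it was at 6.33 in *C. dybowski* and 6.19 in *C. baicalensis*. The identifier also carries the title parvalbumin beta, an abundant protein of fish muscle, and its reads were not divided between both proteins.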

The significant upregulation of the pleiotropic macrophage migration inhibitory factor in both *Comephorus* species (*MIF*, logFC = 6.19, logFC = 6.33) may represent another layer of adaptation, potentially regulating glucose metabolism and cellular stress response [57]. This is a common challenge for deep-water organisms, which must cope with increased oxidative stress potentially induced by hydrostatic pressure [53,58]. The parallel up-regulation of cytochrome c oxidase (*COX6C*, logFC = 4.09), the terminal complex of eukaryotic oxidative phosphorylation in mitochondria, in *C. baicalensis* (Figure 6b) further suggests species-specific fine-tuning of aerobic respiration. Such modifications in the electron transport chain components are known to be sensitive to hydrostatic pressure and could represent an adaptation to maintain efficient ATP production under deep-water conditions [52].

The data reveal a compelling set of candidate genes for deep-water pelagic adaptation in freshwater sculpins. The obtained patterns observed, involving key structural and contractile elements, calcium-mediated muscle contractility, lipid transport, stress response, and mitochondrial efficiency, closely mirror the functional categories identified in studies of marine deep-sea species. This suggests a degree of convergent molecular evolution across distinct deep-water environments, both marine and freshwater.

### 4.2. The Benthic Blueprint: Metabolic Flexibility and Cellular Resilience in the Abyssal Zone

The benthic *Batrachocottus* species exhibited profound adaptations in metabolism and cellular homeostasis. Significant enrichment of pathways such as carbon metabolism, glycolysis/gluconeogenesis, including aldolase A (*ALDOA*) and glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*), as well as the pentose phosphate pathway was especially pronounced in the deep-benthic specialist *B. nikolskii* (logFC = 8.75 and logFC = 4.59, respectively) (Figure 4, Figure 5 and Figure 6). This profile should not be interpreted as a high metabolic rate, but rather as a signature of metabolic flexibility. This species, restricted to deep soft bottoms with abundant detritus [3,43], appears to have developed this metabolic plasticity to efficiently capitalize on nutrient inputs. It has also been suggested that *B. nikolskii* can employ a hunting strategy involving brief bursts of speed. 

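*ALDOA*, the aldolase that splits fructose bisphosphate (DN251_c2_g1), was at 7359 CPM in *B. nikolskii* against 4.15 in *B. multiradiatus*, 0.627 in *C. dybowski* and 0.378 in *C. baicalensis*. It was identified by the value the paper prints, since no title was read for it. *GAPDH* (DN1290_c0_g2, also titled smoothelin-like protein 2) was at 1064 CPM in *B. nikolskii*, 58.6 in *B. multiradiatus*, 17.9 in *C. dybowski* and 2.18 in *C. baicalensis*. Relative to the mean of the 4 species on the log2 scale, *B. nikolskii* was at 8.75 for *ALDOA* and 4.59 for *GAPDH*. Summed over all 3 identifiers titled GAPDH, the levels were 1075, 474, 649 and 676 CPM in the same order, so that *B. nikolskii* minus *B. multiradiatus* shrank from 4.16 to 1.18 on the log2 scale and the difference between the genera from -5.02 to -0.11.
Of the 8 identifiers with a title of glycolysis, 7 were higher in *B. nikolskii* than in *B. multiradiatus*, 5 of them by at least 4-fold, with a median log2 difference of 2.82. In the same pool, zona pellucida sperm-binding protein 3, an egg coat protein (DN5266_c0_g1, also titled chymotrypsin B), was at 26.9 CPM, against 0.984 in *B. multiradiatus*.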

Although the primary diet of adult *B. nikolskii* consists of benthic gammarids and fish, juveniles of pelagic *Comephorus* species are a common prey item, occurring in up to 20% of samples [43]. The mechanism by which this sedentary species, as observed with the help of “Pisces” and “Mir” deep-water submersibles, captures such pelagic prey remains unclear and requires further investigation [15,43]. The ability to rapidly utilize available carbon sources through glycolysis and gluconeogenesis is likely crucial for feeding behavior and survival in environments where energy conservation is essential. Genes such as aldolase a fructose-bisphosphate b (*ALDOAB*, logFC = 8.75), which is highly upregulated in *B. nikolskii*, also indicate adaptations in glycolytic flux. 

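With the 4-species mean as 0 on the log2 scale, *MT-CYB* was at 8.13 in *B. nikolskii* and -2.92 in *B. multiradiatus*, and *COX5A* at 4.27 and -0.39. Neither separated the genera by limma (adjusted p = 0.298 and 0.143). Across the 40 identifiers of oxidative phosphorylation, 19 were higher in *B. nikolskii* and 21 in *B. multiradiatus*, of which 7 and 2 by at least 4-fold, and the median log2 difference was -0.11, *B. nikolskii* minus *B. multiradiatus*. ATP synthase subunit g, of complex V (DN3977_c0_g1, also titled ADP-ribosylation factor-like protein 13B), was at 157 CPM in *B. nikolskii* and 184 in *B. multiradiatus*.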

The upregulation of cytochrome b (*MT-CYB*, logFC = 8.13) and cytochrome c oxidase (*COX5A*, logFC = 4.27) further highlights optimization of oxidative phosphorylation under high hydrostatic pressure, maintaining energy homeostasis in an energy-limited environment (Figure 6 and Figure 7). This is complemented by significant upregulation of genes central to muscle contraction and calcium handling, including myosin light chain 1 (*MYL1*, logFC = 7.43), tubulin alpha (*TUBA1A*, logFC = 5.81) and sarcoplasmic/endoplasmic reticulum calcium ATPase 1 (*ATP2A1*, logFC = 6.35) (Figure 6). 

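*MYL1*, an essential light chain of skeletal myosin (DN184_c0_g3), was at 1762 CPM in *B. nikolskii*, 2.98 in *B. multiradiatus*, 0.306 in *C. dybowski* and 0.197 in *C. baicalensis*. *TUBA1A* (DN191_c0_g2, also titled troponin C and a subunit of TFIID) was at 1187 CPM in *B. nikolskii*, 10.1 in *B. multiradiatus*, 2.61 in *C. dybowski* and 3.23 in *C. baicalensis*. The calcium pump *ATP2A1* (DN34_c0_g2, also titled ryanodine receptor 1b and DCN1-like protein 5) was at 1874 CPM in *B. nikolskii*, 15.0 in *B. multiradiatus*, 4.15 in *C. dybowski* and 0.807 in *C. baicalensis*. Centred on the mean of the 4 species, *B. nikolskii* was at 7.43, 5.81 and 6.35 for these genes on the log2 scale.
Another identifier titled myosin light chain 1 (DN14_c2_g1, also titled a helix-loop-helix protein), chosen after its values were seen, was at 4994 CPM in *B. multiradiatus*, 793 in *B. nikolskii*, 704 in *C. dybowski* and 1.31 in *C. baicalensis*. Summed over all identifiers with this title, *B. nikolskii* was at 2557 CPM and *B. multiradiatus* at 4999.9, which turned *B. nikolskii* minus *B. multiradiatus* from 8.79 to -0.97 on the log2 scale.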

SERCA1, encoded by *ATP2A1*, is critical for the reuptake of calcium into the sarcoplasmic reticulum, enabling rapid relaxation cycles in skeletal muscle [59], which is necessary for benthic predators.

The comparison between the deep-water benthic *B. nikolskii* and the eurybathic *B. multiradiatus* reveals a set of candidate genes that may underlie their distinct ecological specializations. The transcriptomic profile of *B. multiradiatus* suggests adaptations for a more active lifestyle across a broader depth range. The observed upregulation of creatine kinase (*CKMA*, logFC = 4.37) in *B. multiradiatus* aligns with its more active lifestyle (Figure 6c). 

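Of 8 identifiers titled creatine kinase, 4 were higher in *B. multiradiatus* than in *B. nikolskii* and 4 lower, none by at least 4-fold, with a median log2 difference of -0.48, *B. nikolskii* minus *B. multiradiatus*. Their sums were 12828 CPM in *C. dybowski*, 37809 in *C. baicalensis*, 42697 in *B. nikolskii* and 52357 in *B. multiradiatus*. DN5_c0_g1, titled creatine kinase of muscle a and b and a myosin light chain, was at 31039.5 CPM in *B. multiradiatus*, 15911 in *B. nikolskii*, 20209 in *C. baicalensis* and 594 in *C. dybowski*. DN6_c0_g3, titled creatine kinase muscle b, was at 7765 and 3931 CPM in *B. multiradiatus* and *B. nikolskii*, and DN30_c0_g1, titled creatine kinase of muscle a and b and a dipeptidase, at 13196 and 22477 CPM.
Between the genera, 4 of the 8 were higher in both *Comephorus* libraries and 2 in both *Batrachocottus* libraries, with a median log2 difference of 2.23 that turned to -1.20 when identifiers were summed by title. limma called 3 and 2 (3 and 2 when adjusted over the list alone), none kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*. No identifier was matched to the symbol *CKMA* here, so these are the values of the protein group.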

Creatine kinase plays a pivotal role in cellular energy homeostasis by facilitating the rapid regeneration of ATP from phosphocreatine [60]. In a eurybathic predator, increased *CKMA* expression may represent an adaptation for maintaining energy efficiency during activities such as prey capture, ensuring rapid ATP availability for muscle contraction without requiring a high baseline metabolic rate. This finding is consistent with metabolic adaptations observed in other deep-water organisms [23]. 

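*COQ10A*, a binding protein of coenzyme Q (DN2626_c0_g1), was at 332 CPM in *B. multiradiatus*, 2.93 in *B. nikolskii*, 0.293 in *C. dybowski* and 0.348 in *C. baicalensis*. Centred on the mean of the 4 species, *B. multiradiatus* was at 5.59 on the log2 scale. The same title was also carried by DN846_c0_g1, together with titles of collagen and 39S ribosomal protein L17, at 270.1 CPM in *B. multiradiatus*, 456 in *B. nikolskii*, 5.73 in *C. dybowski* and 30.8 in *C. baicalensis*. Over both identifiers, *B. multiradiatus* was at 602 CPM and *B. nikolskii* at 458, so that *B. nikolskii* minus *B. multiradiatus* shrank from -6.40 to -0.39 on the log2 scale. The log2 difference between the genera was -5.13, against -4.78 for the first alone.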

The upregulation of the mitochondrial coenzyme Q-binding protein COQ10 homolog A (*COQ10A*, logFC = 5.59), which is involved in the electron transport chain, further supports a metabolic phenotype geared toward robust oxidative phosphorylation to meet higher energy demands (Figure 6a,c). The stress-responsive gene *BRI3* (logFC = 3.26), which was also upregulated in this species (Figure 6c), is associated with mechanisms that optimize mitochondrial function and mitigate cellular stress [61]. In addition, the eurybenthic *B. multiradiatus* showed high expression of phosphatidylinositol-5-phosphate 4-kinase type 2 gamma, which potentially may safeguard against pressure-induced cytoskeletal collapse and membrane damage [50], (*PIP4K2C*, logFC = 4.53), as well as in the closely related *B. nikolskii* (*PIP4K2C*, logFC = 2.32), but was uniquely characterized by strong upregulation of keratin 50 (*KRT50*, logFC = 6.43) (Figure 6a,c and Figure 7). Thus, the upregulation of the identified gene expression profile in *B. multiradiatus* indicates a different, eurybathic adaptation favoring activity.

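Centred on the mean of the 4 species, *PIP4K2C* was at 4.53 in *B. multiradiatus* and 2.32 in *B. nikolskii* on the log2 scale, and *KRT50* at 6.43 and -2.85. *KRT50* did not separate the genera by limma (adjusted p = 0.379), and its 3 other species lay below 2 CPM. Each identifier has the title of a single protein.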

The transcriptional patterns obtained in both *Batrachocottus* species are remarkably consistent with the distinct muscle biochemical phenotypes in benthic-abyssal Baikal sculpins described by Radnaeva et al. [62] and are supported by research in other systems [60]. In particular, changes in the activity of the following key enzymes may indicate a shift toward MUFA and homeoviscous adaptation in *B. nikolskii* and *B. multiradiatus*: sterol carrier protein (*SCP2*, logFC = 3.14 and logFC = 2.08, respectively), fatty acid-binding protein (*FABP3*, logFC = 2.46 and logFC = 1.83, respectively) in both species (Figure 6 and Figure 7), apolipoprotein A-II (*APOA2*, logFC = 3.35) in *B. nikolskii* and apolipoprotein Eb (*APOEb*, logFC = 1.97) in *B. multiradiatus*. Thus, the observed metabolic plasticity in deep-water organisms may be compensated by homeoviscous adaptation of cell membranes [63,64,65].

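*SCP2*, an intracellular lipid carrier (DN32_c0_g1, with 2 other titles), was at 3108 CPM in *B. nikolskii*, 1498 in *B. multiradiatus*, 394 in *C. baicalensis* and 7.48 in *C. dybowski*. Centred on the mean of the 4 species, *B. nikolskii* and *B. multiradiatus* were at 3.14 and 2.08 for *SCP2* and 2.46 and 1.83 for *FABP3* on the log2 scale. *APOA2* was at 3.35 in *B. nikolskii*, and the *APOEb* identifier DN45_c1_g1 at -1.97 in *B. multiradiatus*.
Of 14 identifiers titled for lipid transport or fatty acid oxidation, 6 were higher in both *Comephorus* libraries and 7 in both *Batrachocottus* libraries, with a median log2 difference of -0.76 that turned to 1.40 when summed by title. limma called 3 and 4 (3 and 4 when adjusted over the list alone), calls lost without *C. dybowski*, *C. baicalensis* or *B. nikolskii*, and the study chose the identifiers on these libraries, so the counts are not independent evidence of a direction. Brain fatty acid-binding protein 7 (DN33667_c0_g1, with 2 other titles) was at 79.5 and 112 CPM in the benthic species and 3.13 and 0.348 in *C. dybowski* and *C. baicalensis*.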

This adaptation to pressure is complemented by a strong enrichment of proteasome-related functions and ubiquitination pathways, such as E3 ubiquitin-protein ligases. 

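Proteasome and ubiquitin identifiers stood on both sides of the genus contrast. Of 15 proteasome identifiers, 10 were higher in both *Comephorus* libraries and 5 in both *Batrachocottus* libraries, with a median log2 difference of 4.22, and limma called 9 and 4 (9 and 4 when adjusted over the list alone). Their summed levels went the other way, at 2860.4 CPM in *C. dybowski*, 3465 in *C. baicalensis*, 12419 in *B. nikolskii* and 31380.0 in *B. multiradiatus*. These sums include DN15_c0_g1, which joins a proteasome activator title with skeletal muscle actin and polyadenylate-binding protein 1A. The title of the last summed to 11850 and 31115 CPM in *B. nikolskii* and *B. multiradiatus*. Over the 4 proteasome identifiers with 1 title the sums were 238, 850, 173 and 62.7 CPM in the order of species above. Of these 4, 2 and 2 were higher in each genus. Of 25 ubiquitin identifiers, 13 were higher in both *Comephorus* libraries and 8 in both *Batrachocottus* libraries (median 3.47), and limma called 12 and 6 (12 and 6 when adjusted over the list alone), with sums of 7638, 12229.6, 15099 and 22627 CPM in the same order of species. Proteasome activator complex subunit 3 (DN1021_c0_g1, also titled 60S ribosomal protein L34 and NOP53) was at 1833 CPM in *C. dybowski*, 1841 in *C. baicalensis*, 20.8 in *B. nikolskii* and 10.3 in *B. multiradiatus* (log2 difference 6.87, SE 0.79, adjusted p = 0.0144 from limma). Summed over all identifiers titled L34, the levels were 1840, 1849, 688 and 605 CPM in the same order (log2 difference 1.51). The reads of DN1021_c0_g1 were not divided between its titles, so its difference may not be one of the proteasome. E3 ubiquitin-protein ligase ZNF598, a ribosome quality control factor, shares DN224_c0_g1 with muscle actins, at 393, 101, 10897 and 20789 CPM in the same order. This identifier holds most of the ubiquitin sums of both benthic species, so those sums may not be of ubiquitin genes. Of the 25 ubiquitin identifiers, 1 has a single title.
The study chose these identifiers on these libraries, so the counts are not independent evidence of a direction, and no call was kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.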

Notably, there is pronounced upregulation of ribosomal protein genes in both *Batrachocottus* species, including 40S ribosomal protein S26 (*RPS26*, logFC = 2.04 and logFC = 5.67, respectively), 40S ribosomal protein S3 (*RPS3*, logFC = 5.21 and logFC = 1.28, respectively), 60S acidic ribosomal protein P0 (*RPLP0*, logFC = 2.72 and logFC = 3.85, respectively), as well as ubiquitin ribosomal protein eL40 (*UBA52*, logFC = 7.21) in *B. nikolskii*. These findings align with earlier ultrastructural observations showing an extensive organellar network and a high abundance of ribosomes in the cells of *B. nikolskii* compared to pelagic sculpin species [66]. These findings indicate a heightened capacity for protein synthesis [67] and the presence of DNA repair mechanisms, underscoring the critical importance of maintaining proteostasis and genomic integrity under the protein-denaturing conditions of high pressure in the abyssal zone [68,69,70,71].

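Centred on the mean of the 4 species, *B. nikolskii* and *B. multiradiatus* were at 2.04 and 5.67 for *RPS26*, 5.21 and 1.28 for *RPS3* and 2.72 and 3.85 for *RPLP0* on the log2 scale. *RPS26* (DN2123_c2_g1) was at 211 and 2615 CPM in these species and 1.27 and 4.54 in *C. dybowski* and *C. baicalensis*. In the same order, *RPS3* (DN5815_c0_g1) was at 745, 48.0, 0.738 and 1.59 CPM, and *RPLP0* (DN6280_c0_g1, identified by the paper's value, with no title read) at 695, 1516, 0.586 and 72.9 CPM.
Over the whole group, limma called 34 of the 99 cytosolic ribosomal protein identifiers higher in *Comephorus* and 24 higher in *Batrachocottus* (35 and 24 when adjusted over the list alone), with a median log2 difference of 2.38. Of identifiers with 1 protein title, 31.8% were higher in both *Comephorus* libraries and the median turned to -2.92. Summed by title, the median was 0.33, the difference of *RPS26* turned from -7.71 to 0.52 and that of *RPS3* shrank from -6.49 to -1.74. Of the 2 identifiers with S26 as their only title, that of *RPS26* was higher in both *Batrachocottus* libraries (-7.71). The other, DN908_c2_g1 (-4.08, adjusted p = 0.351 from limma), was high in *B. nikolskii* but not in *B. multiradiatus*, with 9.95 between them on the log2 scale. The turn of *RPS26* therefore rests on identifiers that also carry other titles.
The identifiers were chosen by the study on these libraries and are not independent evidence of a direction, and the calls were lost without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.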

Additionally, the transcriptomic data revealed several key antioxidant-related genes that were significantly upregulated in both *B. nikolskii* and *B. multiradiatus*. 

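Of 11 identifiers of antioxidant enzymes, 6 were higher in both *Batrachocottus* libraries and 4 in both *Comephorus* libraries, with a median log2 difference of -4.15, and limma called 6 higher in *Batrachocottus* and 1 higher in *Comephorus* (6 and 1 when adjusted over the list alone). *PRDX5*, a mitochondrial peroxidase (DN5737_c0_g1, also titled nck-associated protein 1), was at 144 CPM in *B. nikolskii* and 58.5 in *B. multiradiatus*, against 1.59 in *C. dybowski* and 0.587 in *C. baicalensis*. A second identifier with this title (DN1396_c1_g3) was at 275 CPM in *C. baicalensis* and 0.494 in *B. nikolskii*, and summing both reduced the log2 difference from -5.52 to -1.04, no longer past the test. The identifier with the values printed for *CAT* (DN348_c0_g2) was at 1511 and 1506 CPM in the benthic species and 5.09 and 6.77 in the pelagic ones, and its title in Supplementary Material S4 is 40S ribosomal protein S8. Summed over all identifiers titled S8, its log2 difference turned from -7.78 to 0.11.
Microsomal glutathione S-transferase 3 (DN883_c0_g1, also titled a subunit of a histone methyltransferase complex) was at 232 CPM in *B. nikolskii*, 335 in *B. multiradiatus*, 4.72 in *C. dybowski* and 0.291 in *C. baicalensis*, and thioredoxin (DN1013_c0_g1), higher in *Comephorus*, at 2.79, 0.468, 41.6 and 58.0 CPM in the same order.
The study chose these identifiers on these libraries, so the counts are not independent evidence of a direction. No call was kept without *C. dybowski*, *C. baicalensis* or *B. nikolskii*, and the median over the 5 identifiers with 1 title was 2.47.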

Notably, genes encoding enzymes such as catalase (*CAT*, logFC = 3.89 and logFC = 3.88, respectively) and peroxiredoxin-5 (*PRDX5*, logFC = 3.40 and logFC = 2.11, respectively) showed increased expression, indicating enhanced antioxidant defense mechanisms in these species (Figure 6). The maintenance of mitochondrial function under high hydrostatic pressure, whether optimized for efficiency in *B. nikolskii* or for higher output in *B. multiradiatus* combined with the protein-denaturing effects of this environment, can promote the generation of reactive oxygen species (ROS). As a result, the simultaneous enhancement of the antioxidant system serves as a critical compensatory adaptation to mitigate oxidative stress and protect cellular integrity. This finding is consistent with the increased antioxidants capacity and broader physiological challenges observed in other deep-water organisms, such as the Mariana Trench snailfish *Pseudoliparis swirei* (Gerringer and Linley, 2017), which is adapted to the hadal zone at depths greater than 7000 m [58,72].

In summary, the analysis reveals distinct molecular strategies for deep-water adaptation in two closely related sculpins. The benthic-abyssal specialist *B. nikolskii* displays a transcriptional profile focused on energy conservation and metabolic flexibility, optimizing pathways for opportunistic nutrient utilization (e.g., glycolysis and gluconeogenesis), efficient oxidative phosphorylation, and rapid muscle contraction. In contrast, the eurybathic *B. multiradiatus* demonstrates adaptations for a more active lifestyle, characterized by molecular machinery for rapid energy turnover and robust oxidative metabolism. The distinct regulatory state of the FoxO signaling pathway (Figure 4) between these species likely orchestrates their divergent metabolic and stress-response strategies, reflecting their different ecological constraints. Despite these differences, both species share compensatory adaptations to universal deep-water challenges, including enhanced antioxidant defenses to mitigate oxidative stress and increased protein synthesis and ubiquitination mechanisms to maintain proteostasis under high pressure. These transcriptional differences provide a foundation for understanding the molecular mechanisms that underpin niche partitioning in closely related species inhabiting distinct environments.

### 4.3. Parallel Paths in Adaptation: Baikal Sculpins in a Global Context

The evolutionary trajectory of deep-water teleosts, historically divided into ancient forms (e.g., Gadiformes) and secondary colonists (e.g., Ophidiidae and Liparidae) living at depths over 6000 m [73], provides perspective for interpreting the transcriptional adaptations of deep-water sculpins of Lake Baikal. Our findings show that Baikal freshwater sculpins, as secondary deep-water colonists, have converged on molecular solutions remarkably similar to those of their marine counterparts [22,23,24,26,50,51,52,53,58,73,74,75,76].

The specialization of the pelagic *Comephorus* species for locomotion is highlighted by significant enrichment of genes encoding cytoskeletal, myofilament, and troponin complex proteins. This emphasis on the contractile apparatus aligns with research on the evolutionary adaptation of functional genes to high pressure, which identified unique amino acid substitutions in α-skeletal actin (*ACT*) and myosin heavy chain (*MyHC*) proteins in deep-water fish [77,78,79]. For example, studies on the hadal snailfish *P. swirei* also revealed adaptations in protein turnover and muscle contraction genes with specific mutations in myosin heavy chains related to low temperature and high pressure [49,58]. Moreover, this focus coincided with analyses of 36 bathypelagic and abyssopelagic fish species that identified genes involved in responding to mechanical forces, such as *PIK3CA* and *VCL*, as targets of positive selection in deep-water fishes [50]. This convergence is further supported by studies on the deep-sea fish *Aldrovandia affinis* (Günther, 1877), where positively selected genes were implicated in microtubule regulation, a system known to be highly sensitive to hydrostatic pressure [23]. Interestingly, the upregulation of key contractile and calcium-cycling genes (e.g., *PVALB3*, *TNNI2*) in *Comephorus* is functionally analogous to the transcriptional responses observed in exercised the rainbow trout *Oncorhynchus mykiss* (Walbaum, 1792), where sustained swimming activity upregulates critical genes for muscle development and function, including myosin heavy chain (*MyHC*) and myosin light chain (*MyLC*) [20]. Nevertheless, the similar specialization of the contractile apparatus in *Comephorus* apparently supports not high-speed swimming, but rather a metabolic and muscular machinery essential for sustained fin flapping and position holding in the water column.

For benthic specialists, particularly *B. nikolskii*, the focus shifts toward metabolic flexibility and cellular integrity. The enrichment of glycolytic and proteasome pathways indicates an adaptation for efficient energy use and rigorous protein turnover in a stable, low-temperature environment. Key muscular enzymes such as lactate dehydrogenase (*LDH*) and malate dehydrogenase (*MDH*), present in the transcriptomic signature of both *Batrachocottus* species, show adaptively altered expression levels in other deep-water species, such as the black scabbardfish *Aphanopus carbo* (Lowe, 1839) [22,80,81,82].

The strong emphasis on proteostasis, including ubiquitination pathways, is also a recognized evolutionary response to protein-denaturing conditions. This is evidenced in the deep-sea mussels *Bathymodiolus platifrons* (Hashimoto and Okutani, 1994) and *Gigantidas platifrons* (Hashimoto and Okutani, 1994), which exhibits positive selection in genes linked to ubiquitination and protein repair as a specialized adaptation to persistent high hydrostatic pressure [26,83]. Similarly, the enrichment of DNA repair mechanisms in *B. nikolskii* parallels genomic studies of deep-water *A. affinis* and hadal fish and amphipods, which show positive selection in genes related to DNA repair and genetic information processing [23,84]. This collective evidence underscores that maintaining genomic and proteomic fidelity is fundamental to deep-water adaptation, further supported by the observation of lower mutation rates but elevated protein evolution rates (Ka/Ks) in deep-water teleosts globally [51].

These patterns find compelling parallels in other freshwater systems undergoing adaptive radiation along the benthic–pelagic axis. A striking and direct parallel is found in Arctic charr *Salvelinus alpinus* (Linnaeus, 1758), where a genetically distinct deep-water morph shows genomic signatures of selection on pathways for DNA repair, cardiac function, and neural synapse assembly, underscoring universal molecular challenges of deep freshwater colonization [21,85]. Similarly, studies on sympatric pairs of whitefish (*Coregonus* spp.) in postglacial lakes, which have independently diverged into benthic and pelagic ecomorphs, reveal a remarkable convergence in transcriptomic adaptations with Baikal sculpins. Pelagic whitefish ecotypes consistently upregulate genes associated with enhanced activity, including energy metabolism (e.g., oxidative phosphorylation genes), muscle contraction (e.g., specific parvalbumin variants), and lipid metabolism, reflecting a transcriptomic trade-off favoring survival and locomotion over growth [86,87,88,89]. In contrast, benthic forms upregulate genes related to protein synthesis, cell cycle, and growth [87]. This mirrors our findings where the pelagic *Comephorus* emphasizes metabolic and contractile machinery, while benthic *Batrachocottus* shows enrichment in ribosomal proteins and proteostatic pathways. The parallelism extends to the Baikal ecosystem itself. In particular, comparative transcriptomics of the sympatric benthic Baikal whitefish *Coregonus baicalensis* (Dybowski, 1874) and pelagic Baikal omul *Coregonus migratorius* (Georgi, 1775) revealed a similar dichotomy, with pelagic omul overexpressing metabolism genes (e.g., cytochrome c oxidase subunits) and benthic whitefish overexpressing protein synthesis and regulatory genes [90]. This pattern of benthic–pelagic specialization is a recurring theme in the broader Baikal sculpin radiation, where genomic studies indicate that diversification within genera like *Cottocomephorus* is driven by adaptation along this fundamental ecological gradient [89].

Moreover, the principles of adaptive genetic remodeling extend beyond depth-related pressures to other major aquatic transitions, highlighting convergent functional targets. For instance, genomic analyses of freshwater-adapted ecotypes in Pacific herring *Clupea pallasii* (Valenciennes, 1847) and diadromous sculpins, such as roughskin sculpin *Trachidermus fasciatus* (Heckel, 1837), reveal that adaptation to novel osmotic environments repeatedly targets pathways for osmoregulation, cellular homeostasis, and stress response, functional categories analogous to those under selection in deep-water adaptation [91,92]. Large-scale comparative genomic analyses further support that adaptation to novel ecological niches, whether along salinity, depth, or habitat gradients, consistently reshapes a core set of physiological systems, including ion transport, metabolism, sensory perception, and cellular integrity, despite species-specific genetic variations [93]. This is exemplified in marine threadfin breams (*Nemipterus* spp.), where deeper-dwelling species show positive selection in genes for osmoregulation, thermal response, energy metabolism, and skeletal integrity, highlighting a convergent molecular toolkit for deep-water life across phylogenetically distant fish [94].

In summary, the molecular adaptations of Baikal sculpins are not isolated phenomena but part of a convergent evolutionary narrative spanning both marine and freshwater deep-water environments. The patterns observed in cytoskeletal stability, lipid metabolism, proteostasis, and stress response align closely with findings from other species. Critically, comparisons with other freshwater radiations demonstrate that the ecological axis “benthic versus pelagic” is a powerful driver of divergent selection, leading to functional transcriptomic outcomes, even when the underlying genomic architecture may differ [21,88]. This underscores the paramount importance of ecological niche in shaping adaptive molecular evolution. Future work should also clarify the role of intersexual differences and ontogenetic changes in the expression of key genes in unique freshwater Baikal sculpins. This is particularly relevant for species whose pelagic larvae transition to a benthic lifestyle upon maturation. Furthermore, integrating transcriptomic data with proteomic, metabolomic, and epigenetic analyses will be crucial for building a comprehensive, mechanistic model of adaptation. Understanding these adaptations will ultimately reveal the limits of stability in living systems and elucidate how these unique species have evolved to not only survive but thrive in their deep-water environment.

## 5. Conclusions

The transcriptomic signatures of Lake Baikal sculpins demonstrate a range of convergent molecular adaptations, driven by distinct ecological pressures and evolutionary diversification. The transcriptomic divergence between the pelagic *Comephorus* and the benthic *Batrachocottus* species reflects fundamental ecological zonation, as well as fine-scale specializations within deep-benthic micro-niches. As secondary deep-water colonists with benthic ancestry, the pelagic *Comephorus* have undergone a radical evolutionary transformation. This is demonstrated by the upregulation of cytoskeletal, sarcomeric, and calcium-handling genes, which create a musculoskeletal system capable of sustained locomotion in a three-dimensional, high-pressure environment. In contrast, the benthic-abyssal specialists of both *Batrachocottus* species represent an alternative adaptive strategy, that prioritizes metabolic flexibility and strengthens cellular integrity through enhanced proteasome activity, ubiquitination, and DNA repair pathways. The transcriptomic divergences we identified not only reflect the specific ecological specializations of these Baikal sculpin species but also closely align with convergent adaptive strategies observed in marine and freshwater deep-water organisms. The focus on biomolecular stability, consistent with findings in hadal organisms, highlights that deep-water adaptation relies on systemic reinforcement of core molecular and cellular processes.

## Figures and Tables

**Figure 1:**
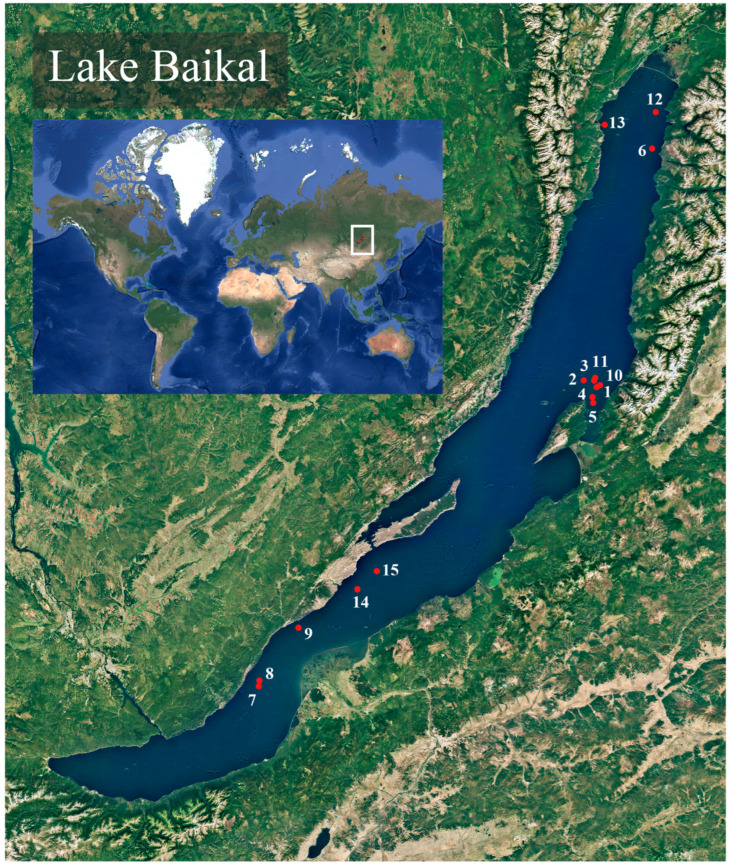
Map of trawling locations on Lake Baikal. Red dots represent trawling start points, corresponding to the trawl numbers in Table 1. This map was created using QGIS v.3.40.12.

**Figure 2:**
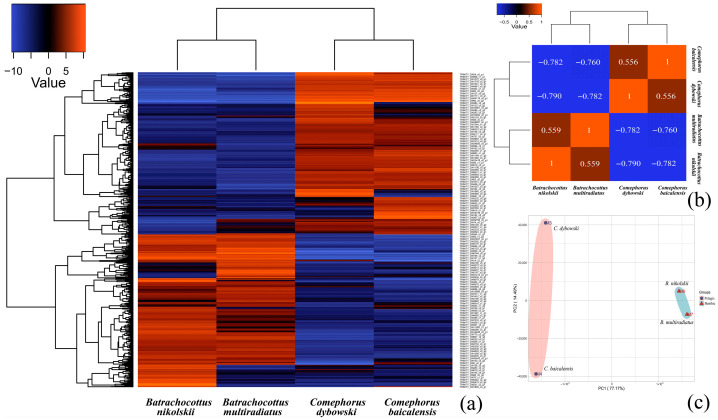
Analysis of differentially expressed genes (DEGs) in Baikal sculpins. (**a**)—a heatmap displays log_2_ fold-change (logFC = 2) values (*p* < 0.001). Genes are clustered by expression pattern similarity (Pearson correlation), with the color key indicating high (red) and low (blue) expression. Complete logCPM and logFC data are archived in Supplementary Materials S5 and S6. (**b**)—The Pearson correlation coefficient matrix shows division into pelagic and benthic groups. The closer the correlation coefficient is to 1, the higher similarity the expression patterns have. (**c**)—PCA analysis on the gene expression value (TPM) for pelagic and benthic groups. PC1 shows the primary adaptation to different ecological niches, while PC2 reflects species differences within each group.

**Figure 5:**
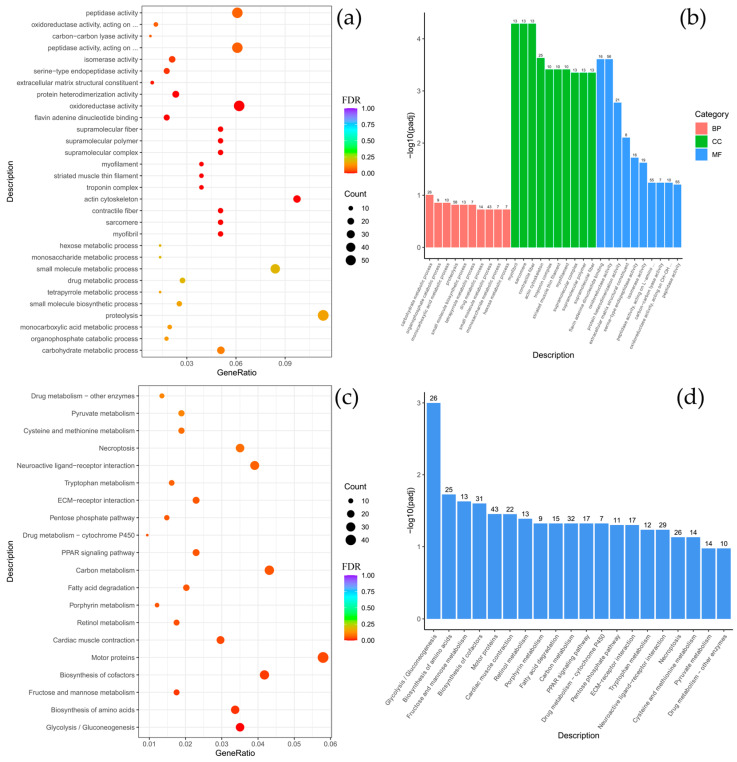
Comparison of *Comephorus dybowski* and *Batrachocottus nikolskii*: GO and KEGG enrichment analysis of DEGs. (**a**,**b**)—the most significant terms from the GO databases, including biological processes (BP), cellular components (CC), molecular function (MF); (**c**,**d**)—the top enriched terms for KEGG enrichment. The size of a point (**a**,**c**) and numbers above columns (**b**,**d**) represent the number of genes annotated to a specific term. Terms with FDR < 0.05 are considered significant.

**Figure 6:**
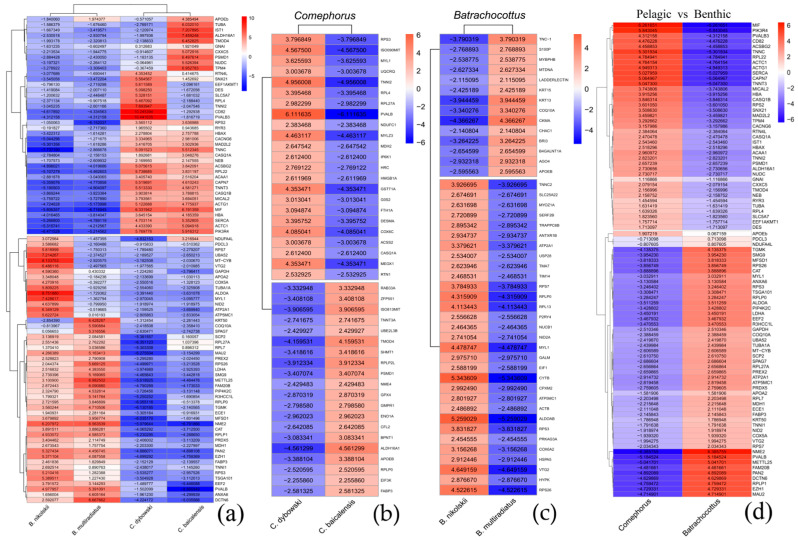
The top-DEGs in Baikal sculpins. The heatmap shows the log_2_ fold-change (logFC = 3, *p* < 0.0001). (**a**–**c**)—Transcripts are clustered according to similar expression patterns in the groups (Pearson correlation method); (**d**)—Hierarchical clustering of transcripts based on Euclidean distance. Red indicates genes with high expression levels (up-regulated DEGs), and blue indicates genes with low expression levels (down-regulated DEGs). (**a**)—Comparison of all four species; (**b**)—Comparison of *Comephorus* species; (**c**)—Comparison of *Batrachocottus* species; (**d**)—Comparison of two different genera, the benthic-abyssal *Batrachocottus* and the pelagic *Comephorus*.

**Figure 7:**
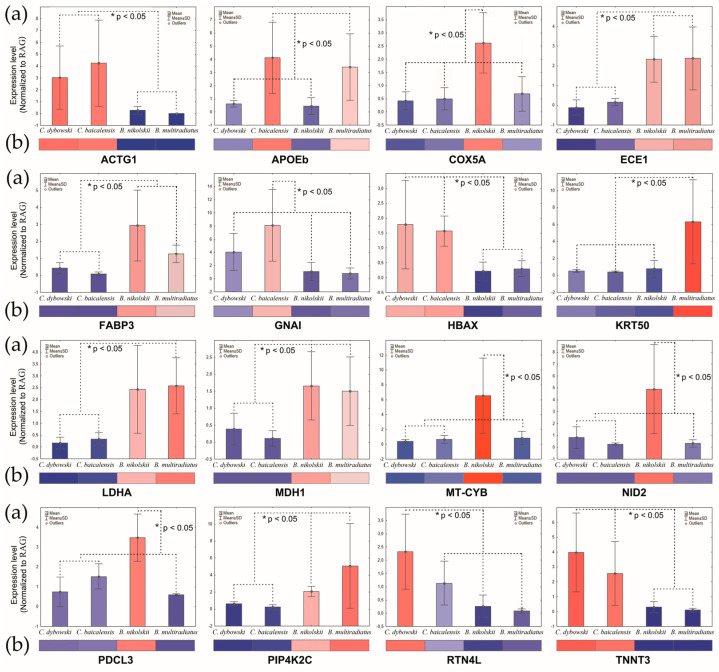
Comparison of the expression levels of DEGs detected by qPCR (**a**) and the data of gene-corresponding patterns from RNA-seq (**b**) in Baikal sculpins. Significant statistical differences between the species are indicated by an asterisk: * *p* < 0.05 (Kruskal–Wallis test).

**Table 1:** Summary of trawling conducted.

Number	Coordinates ^1^	Depth, m	Speed, Knots	Sculpin Species
1	53°56′824″ N 109°08′667″ E 53°59′156″ N 109°09′770″ E	795–810	2.4–2.2	*B. nikolskii*
2	53°59′231″ N 109°10′640″ E 53°56′326″ N 109°09′217″ E	795–805	2.8–2.1	*B. nikolskii*, *B. multiradiatus*
3	53°59′106″ N 109°07′275″ E 53°56′272″ N 109°06′882″ E	795–825	2.1–1.8	*B. nikolskii*
4	53°53′346″ N 109°06′222″ E 53°51′613″ N 109°08′093″ E	479–611	2.5–2.1	*B. multiradiatus*, *C. baicalensis*
5	53°51′357″ N 109°06′672″ E 53°53′445″ N 109°03′280″ E	342–385	2.5–1.9	*C. baicalensis*, *C. dybowski*
6	55°19′084″ N 109°41′746″ E 55°21′485″ N 109°39′743″ E	621–700	3.2–2.0	*C. baicalensis*, *C. dybowski*
7	52°09′931″ N 105°47′622″ E 52°13′311″ N 105°47′852″ E	986–1029	2.3–1.8	*C. baicalensis*, *C. dybowski*
8	52°11′953″ N 105°48′013″ E 52°08′510″ N 105°44′125″ E	1014–1070	2.2–2.1	*C. baicalensis*, *B. nikolskii*
9	52°29′034″ N 106°05′426″ E 52°31′383″ N 106°11′153″ E	457–560	3.6–2.7	*C. baicalensis*, *C. dybowski*
10	53°57′519″ N 109°10′823″ E 54°00′282″ N 109°11′063″ E	785–805	2.8–2.4	*B. nikolskii*, *B. multiradiatus*
11	54°00′124″ N 109°07′884″ E 53°57′822″ N 109°06′908″ E	805–825	2.4–2.1	*B. nikolskii*, *C. baicalensis*, *C. dybowski*
12	55°31′406″ N 109°43′917″ E 55°29′758″ N 109°46′528″ E	450–510	2.7–2.1	*B. multiradiatus*
13	55°27′130″ N 109°13′534″ E 55°21′485″ N 109°39′743″ E	218–267	2.6–1.9	*B. multiradiatus*
14	52°45′026″ N 106°46′342″ E 52°43′455″ N 106°48′789″ E	1214–1222	2.5–1.9	*C. baicalensis*, *B. nikolskii*
15	52°51′521″ N 106°57′913″ E 52°54′736″ N 106°55′270″ E	1370–1397	2.0–1.7	*C. baicalensis*

^1^ The coordinates indicated correspond to the start and end of the trawling.

**Table 2:** Characteristics of Baikal sculpins used in the study.

Species	Average Length, TL, cm	Weight, g	Specimens Number
*C. baicalensis*	16.17 ± 3.42	25.57 ± 15.38	23
*C. dybowski*	12.43 ± 1.19	10.38 ± 3.43	21
*B. multiradiatus*	14.99 ± 3.09	51.18 ± 29.24	18
*B. nikolskii*	20.45 ± 2.96	141.02 ± 47.38	22

**Table 3:** Primers designed for qPCR analysis.

Name	Primer Sequence (5′–3′)	Product Size (bp)
*RAG1* F	GGAGACCCAGACAACGATGG	113
*RAG1* R	CGGCTGGGTTTGACCTTTTG	
*LDHA* F	AGCCTTTGAGCTCAGCATGT	186
*LDHA* R	AACACTGTTCACCCGGTTCA	
*TNNT3* F	TATAGTGACACGCGATCCGC	122
*TNNT3* R	CCTTATTGAGTGCCAGCGGA	
*PIP4K2C* F	AGCCCTCTCCCCGATTATTCT	206
*PIP4K2C* R	CGTAACCCCTCCAGTGCTTT	
*PDCL3* F	GTCCAGGAGTCCTCAGCATG	120
*PDCL3* R	GAAAGGACAGCGACTCGGAG	
*ECE1* F	TGGGCTACATGATGGCCAAG	254
*ECE1* R	TGTTGCCTCCTCTATGGGGA	
*GNAI* F	GTCACCCGCTGGACAGTTTA	141
*GNAI* R	TGGCTGACCCAATCACAGAA	
*ACTG1* F	ATTAGGATGCTGACAGGCCG	163
*ACTG1* R	GGGAGGTCAAAGCGACAGTT	
*MDH1* F	GTCTAGTCCGACTCTGAGCAG	128
*MDH1* R	TACAGCAGGGAGTAGGCGAT	
*FABP3* F	GTAGCTCTCACTGATCCGCC	102
*FABP3* R	GCCCCTGGCAACACTACTTA	
*RTN4L* F	AGAGCGTTGCATGATGGGAA	136
*RTN4L* R	CCAGACAGAGTTGCAGAGCA	
*HBAX* F	CCCAGGATGAGCAGCATGAA	126
*HBAX* R	CTGGCAGAGAGATACCGCTG	
*APOEb* F	AAGGACATGCTGGATGCCAA	115
*APOEb* R	GCTTGTGTGAATAGGTGCCG	
*KRT50* F	TTCATGCTGAGCTGGGACTG	150
*KRT50* R	GGAAGTCTGGTTCCAGAGCA	
*COX5A* F	ATCTTTCTCCCTCTCCGCCT	145
*COX5A* R	GAGCTCTGCAGCGTTTTGAG	
*MT-CYB* F	ACCTCTTAGGAGACCCGGAC	137
*MT-CYB* R	GGCTAGAACGCCTCCAAGTT	
*NID2* F	AACACTGCTGACCCTCCATG	148
*NID2* R	AGGCGTGACACATAACAGCA	

**Table 4:** Sequencing data quality statistics.

Sample	Raw_Bases	Raw_Reads	Clean_Reads	Error_Rate	Q20	Q30	GC_pct
*C. baicalensis*	18.08G	120,554,062	119,466,812	0.01	99.05	96.18	53.06
*C. dybowski*	18.36G	122,419,718	121,200,064	0.01	99.08	96.28	53.03
*B. multiradiatus*	19.33G	128,862,796	127,653,460	0.01	99.13	96.31	53.13
*B. nikolskii*	18.31G	122,040,414	120,783,398	0.01	99.21	96.58	52.67

**Figure A1:**
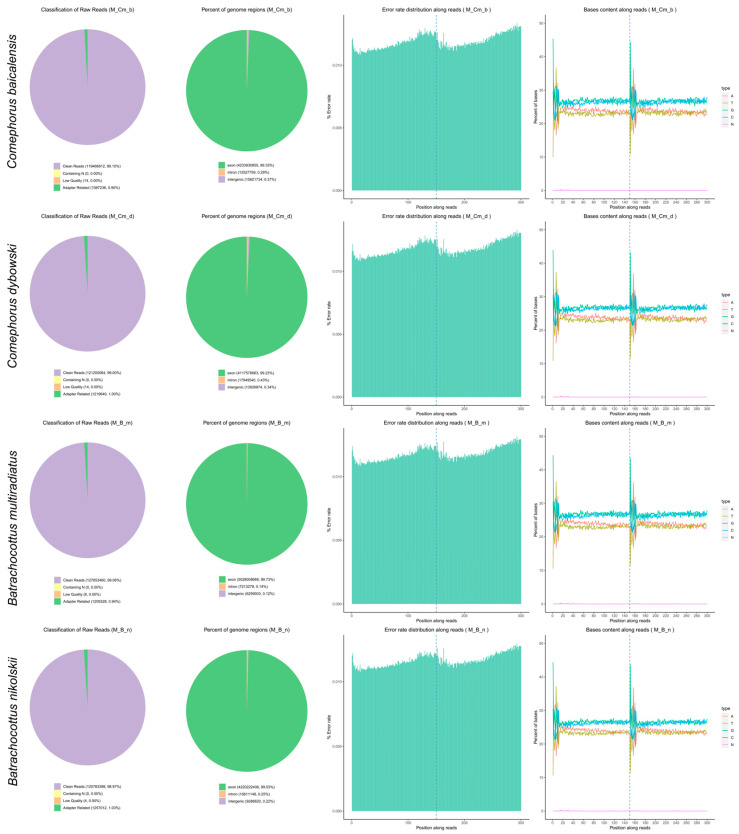
Sample sequencing overview, including data filtering, genomic region mapping of sequencing reads, sequencing data error rate distribution, and GC content distribution.

**Figure A2:**
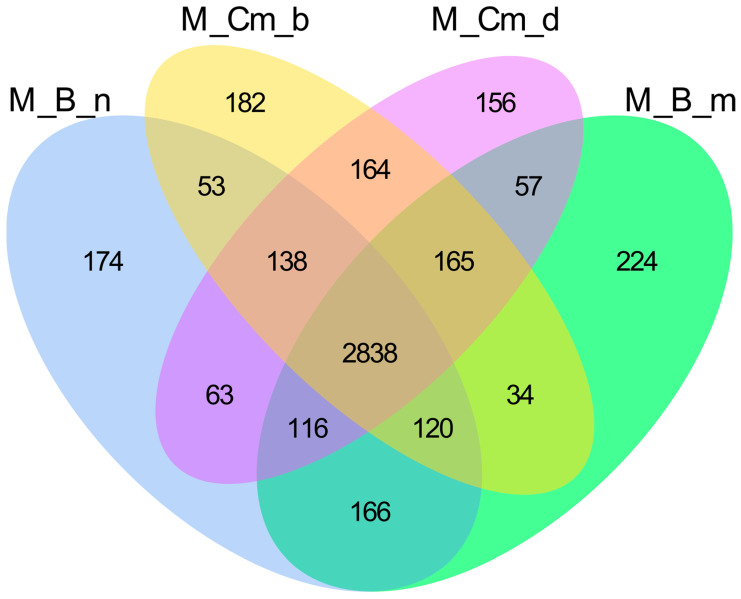
Venn diagram of gene co-expression across Baikal sculpin species. The diagram shows the number of uniquely expressed genes for each species, with overlapping areas indicating genes co-expressed in two or more groups. M_B_n—*Batrachocottus nikolskii*, M_Cm_b—*Comephorus baicalensis*, M_Cm_d—*Comephorus dybowski*, M_B_m—*Batrachocottus multiradiatus*.

**Figure A3:**
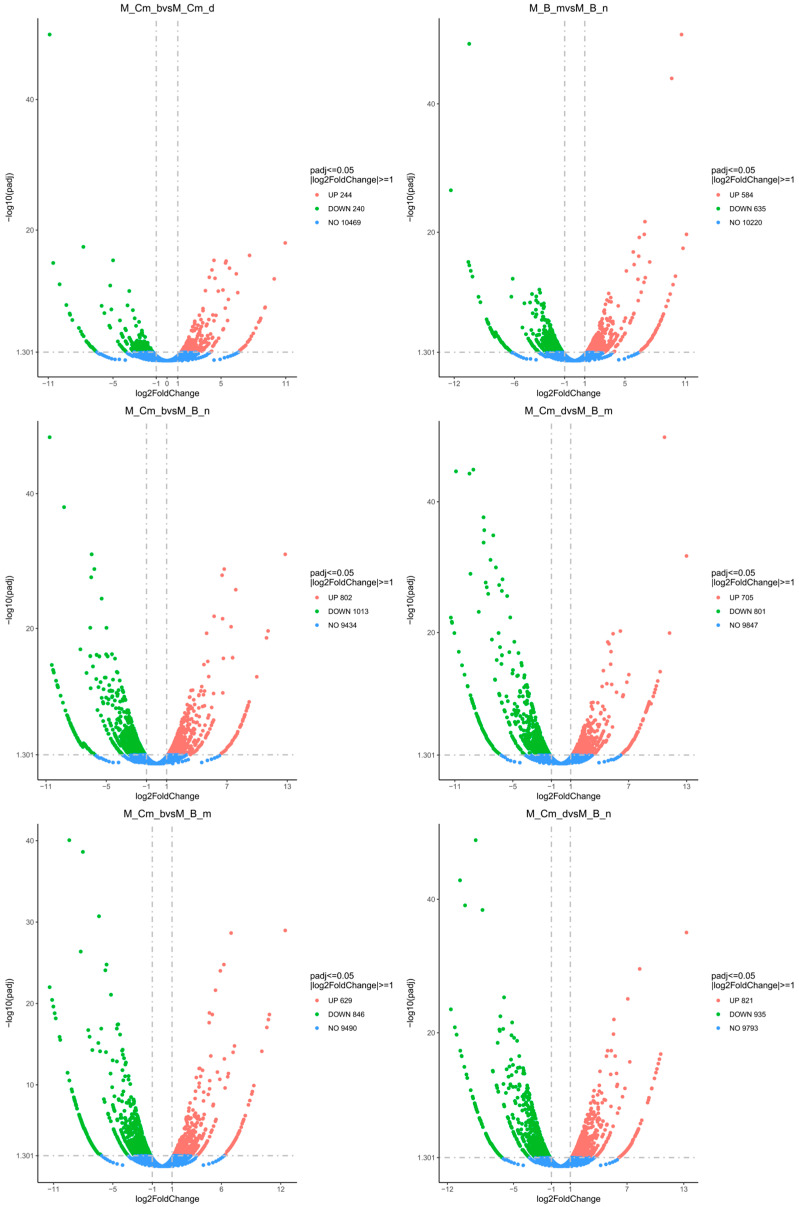
Volcano plots of differential gene expression in pairwise Baikal sculpin species comparisons. Red dots represent up-regulation genes and green dots represent down-regulation genes. The gray dashed line indicates the threshold line for differential gene screening criteria. M_B_n—*Batrachocottus nikolskii*, M_Cm_b—*Comephorus baicalensis*, M_Cm_d—*Comephorus dybowski*, M_B_m—*Batrachocottus multiradiatus*.

**Figure A4:**
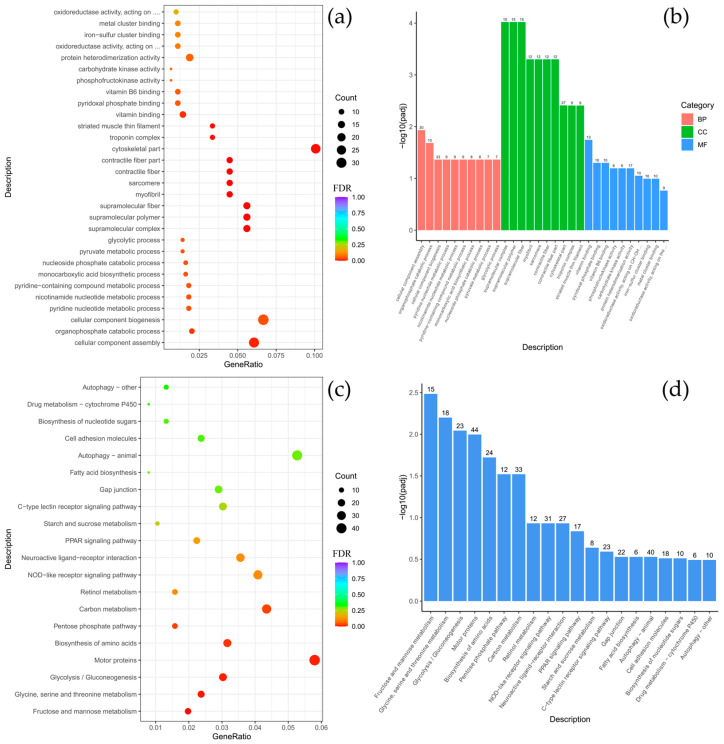
Comparison of *Comephorus baicalensis* and *Batrachocottus nikolskii*: GO and KEGG enrichment analysis of DEGs. (**a**,**b**)—the most significant terms from the GO databases, including biological processes (BP), cellular components (CC), molecular function (MF); (**c**,**d**)—the top enriched terms for KEGG enrichment. The size of a point (**a**,**c**) and numbers above columns (**b**,**d**) represent the number of genes annotated to a specific term. Terms with FDR < 0.05 are considered significant.

**Figure A5:**
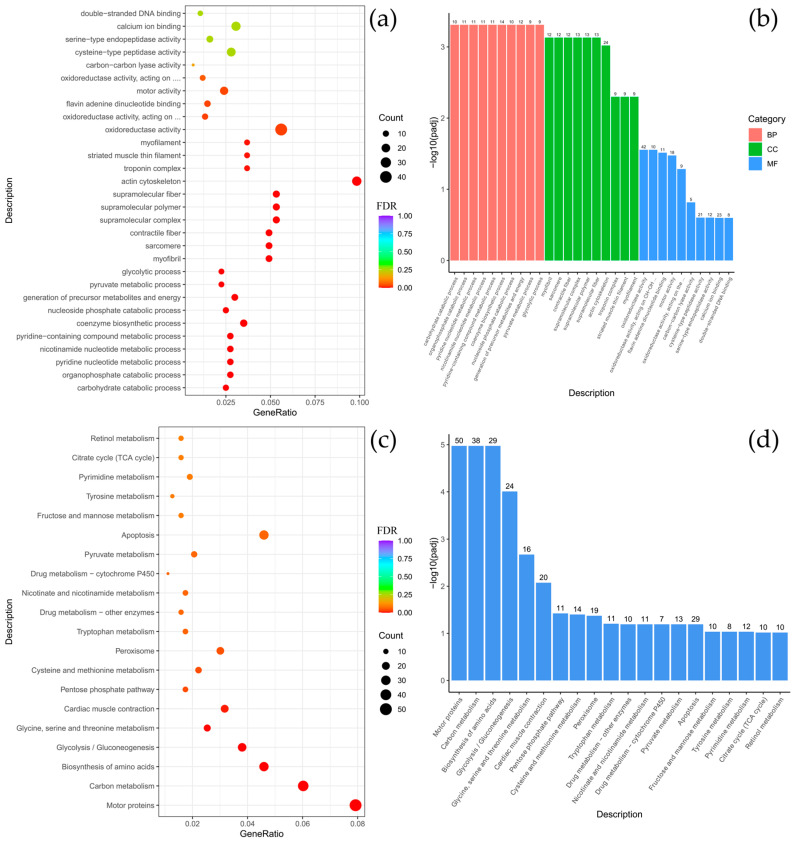
Comparison of *Comephorus dybowski* and *Batrachocottus multiradiatus*: GO and KEGG enrichment analysis of DEGs. (**a**,**b**)—the most significant terms from the GO databases, including biological processes (BP), cellular components (CC), molecular function (MF); (**c**,**d**)—the top enriched terms for KEGG enrichment. The size of a point (**a**,**c**) and numbers above columns (**b**,**d**) represent the number of genes annotated to a specific term. Terms with FDR < 0.05 are considered significant.

**Figure A6:**
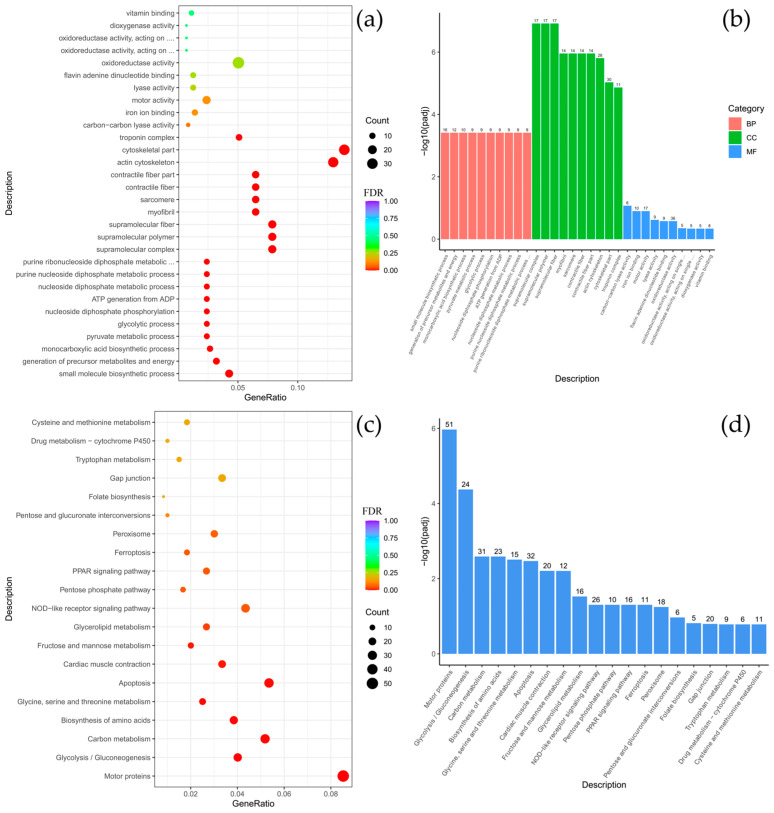
Comparison of *Comephorus baicalensis* and *Batrachocottus multiradiatus*: GO and KEGG enrichment analysis of DEGs. (**a**,**b**)—the most significant terms from the GO databases, including biological processes (BP), cellular components (CC), molecular function (MF); (**c**,**d**)—the top enriched terms for KEGG enrichment. The size of a point (**a**,**c**) and numbers above columns (**b**,**d**) represent the number of genes annotated to a specific term. Terms with FDR < 0.05 are considered significant.

## Data Availability

The raw sequence data have been submitted to the Gene Expression Omnibus (NCBI-GEO) repository (accession number: GSE308109, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308109, accessed on 26 November 2025).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology14121762/s1, S1: Transcriptome assembly report; S2: Trinity gene counts; S3: Annotation of all DEGs without a threshold; S4: Annotation of DEGs with a significance threshold set at *p* = 0.001 (logFC = 2); S5: DEG counts, logCPM; S6: DEG counts, logFC.

# Supplementary material for: Comparative Transcriptomics as a Key to Understanding the Adaptation Mechanisms of Baikal Sculpins to the Deep-Water Habitat
**Source:** Biology (Basel). 2025 Dec 9;14(12):1762. doi: 10.3390/biology14121762
**Supplement:** Supplementary file 1

Report

	GSE308109_Trinity
# contigs (≥ 0 bp)	152088
# contigs (≥ 1000 bp)	48212
# contigs (≥ 5000 bp)	226
# contigs (≥ 10000 bp)	1
# contigs (≥ 25000 bp)	0
# contigs (≥ 50000 bp)	0
Total length (≥ 0 bp)	143410159
Total length (≥ 1000 bp)	88044478
Total length (≥ 5000 bp)	1300531
Total length (≥ 10000 bp)	11944
Total length (≥ 25000 bp)	0
Total length (≥ 50000 bp)	0
# contigs	96763
Largest contig	11944
Total length	121871112
Reference length	6430384
N50	1548
N90	646
auN	1744.0
L50	26484
L90	75250
# misassemblies	0
# misassembled contigs	0
Misassembled contigs length	0
# local misassemblies	0
# scaffold gap ext. mis.	0
# scaffold gap loc. mis.	0
# unaligned mis. contigs	3
# unaligned contigs	96699 + 20 part
Unaligned length	121828148
Genome fraction (%)	0.336
Duplication ratio	6.433
# N's per 100 kbp	0.00
# mismatches per 100 kbp	21048.32
# indels per 100 kbp	4196.69
Largest alignment	1453
Total aligned length	29285
NA50	-
NA90	-
auNA	0.2
LA50	-
LA90	-

All statistics are based on contigs of size ≥ 500 bp, unless otherwise noted (e.g., "# contigs (≥ 0 bp)" and "Total length (≥ 0 bp)" include all contigs).

Misassemblies report

	GSE308109_Trinity
# misassemblies	0
# contig misassemblies	0
# c. relocations	0
# c. translocations	0
# c. inversions	0
# c. interspecies translocations	0
# scaffold misassemblies	0
# s. relocations	0
# s. translocations	0
# s. inversions	0
# s. interspecies translocations	0
# misassembled contigs	0
Misassembled contigs length	0
# possibly misassembled contigs	19
# possible misassemblies	27
# local misassemblies	0
# scaffold gap ext. mis.	0
# scaffold gap loc. mis.	0
# unaligned mis. contigs	3
# mismatches	6164
# indels	1229
# indels (<= 5 bp)	1179
# indels (> 5 bp)	50
Indels length	2270

All statistics are based on contigs of size ≥ 500 bp, unless otherwise noted (e.g., "# contigs (≥ 0 bp)" and "Total length (≥ 0 bp)" include all contigs).

Unaligned report

	GSE308109_Trinity
# fully unaligned contigs	96699
Fully unaligned length	121798321
# partially unaligned contigs	20
Partially unaligned length	29827
# N's	0

All statistics are based on contigs of size ≥ 500 bp, unless otherwise noted (e.g., "# contigs (≥ 0 bp)" and "Total length (≥ 0 bp)" include all contigs).

Nx

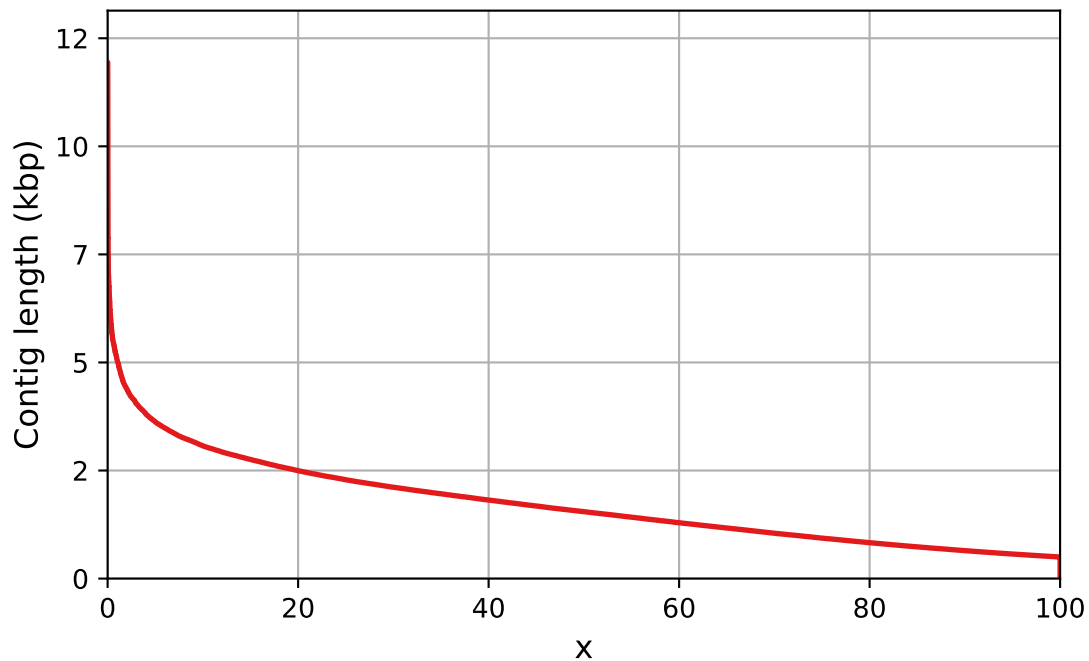

GSE308109_Trinity

Cumulative length

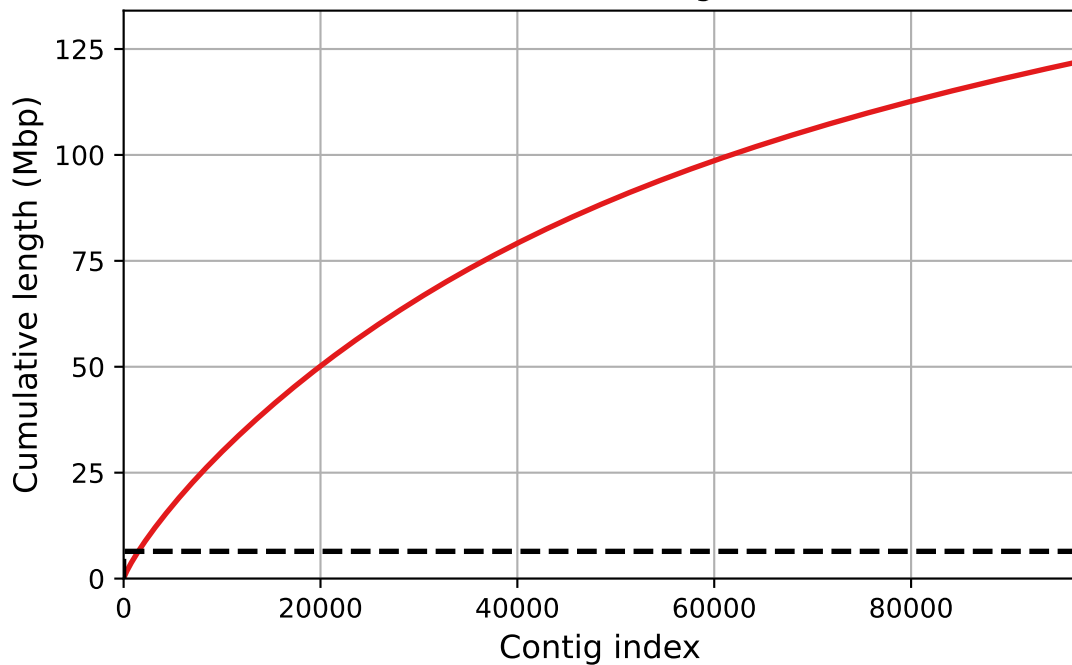

— GSE308109_Trinity   - - Reference

GC content

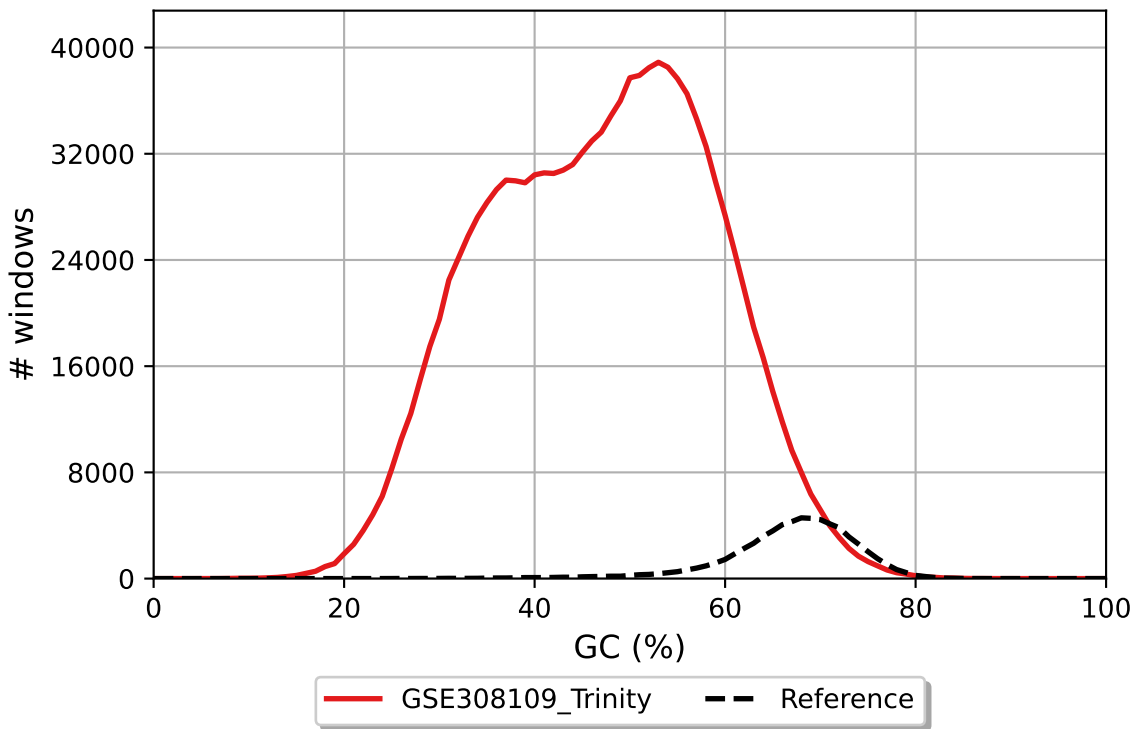

GSE308109_Trinity GC content

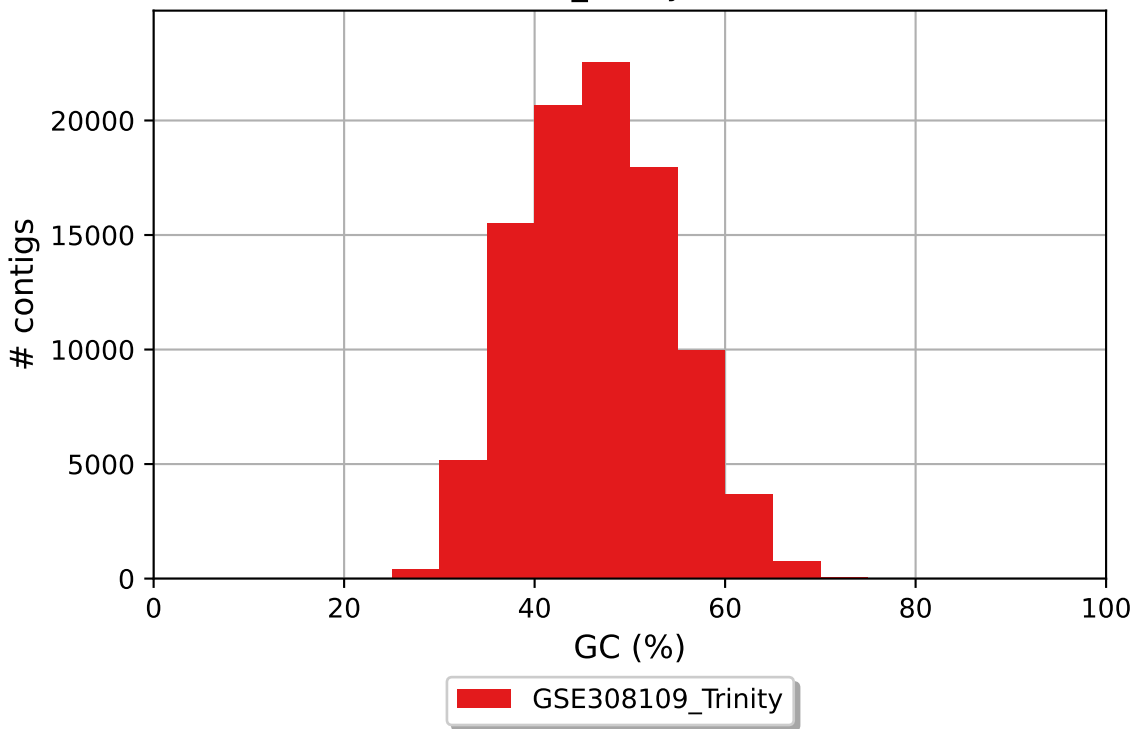

Misassemblies

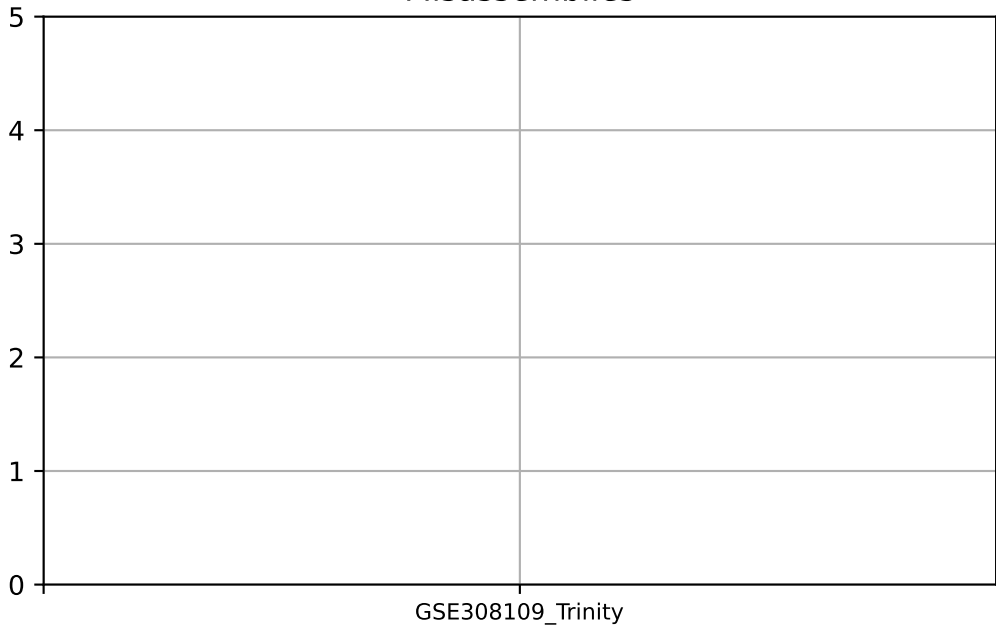

FRCurve (misassemblies)

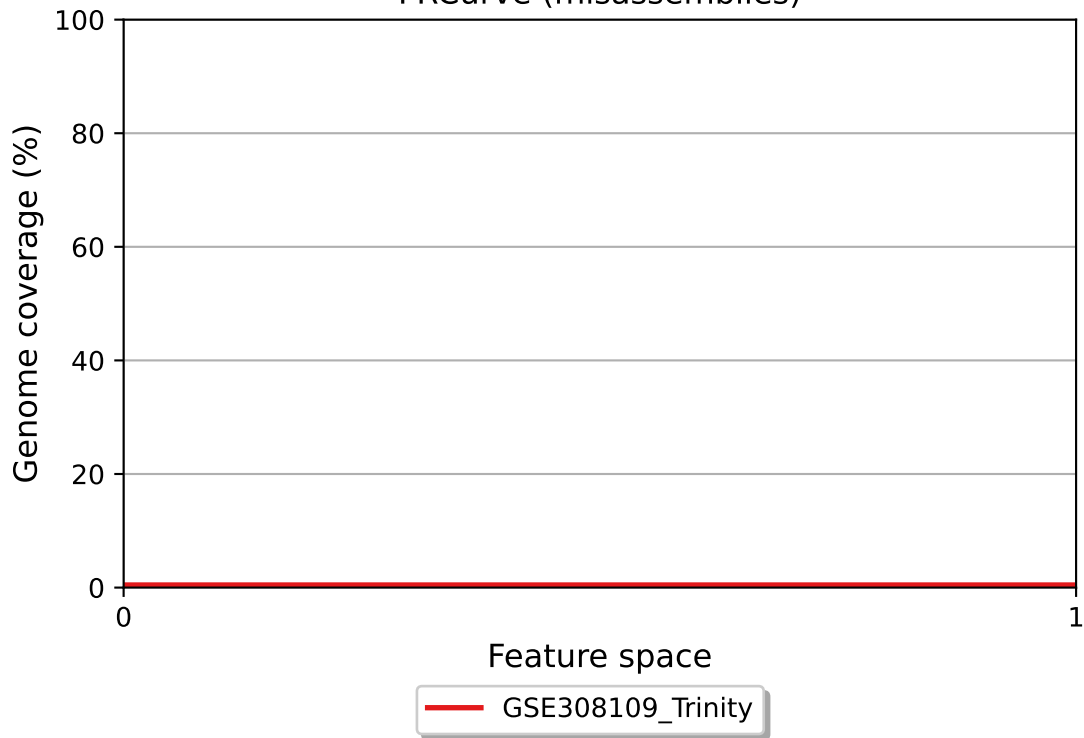

Cumulative length (aligned contigs)

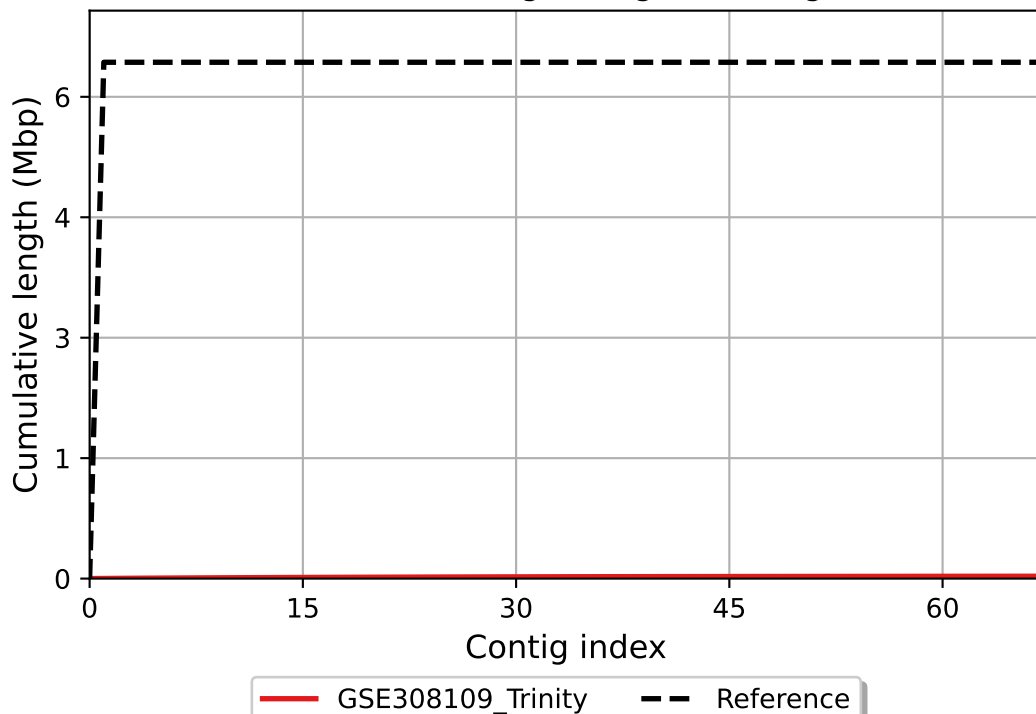

NAx

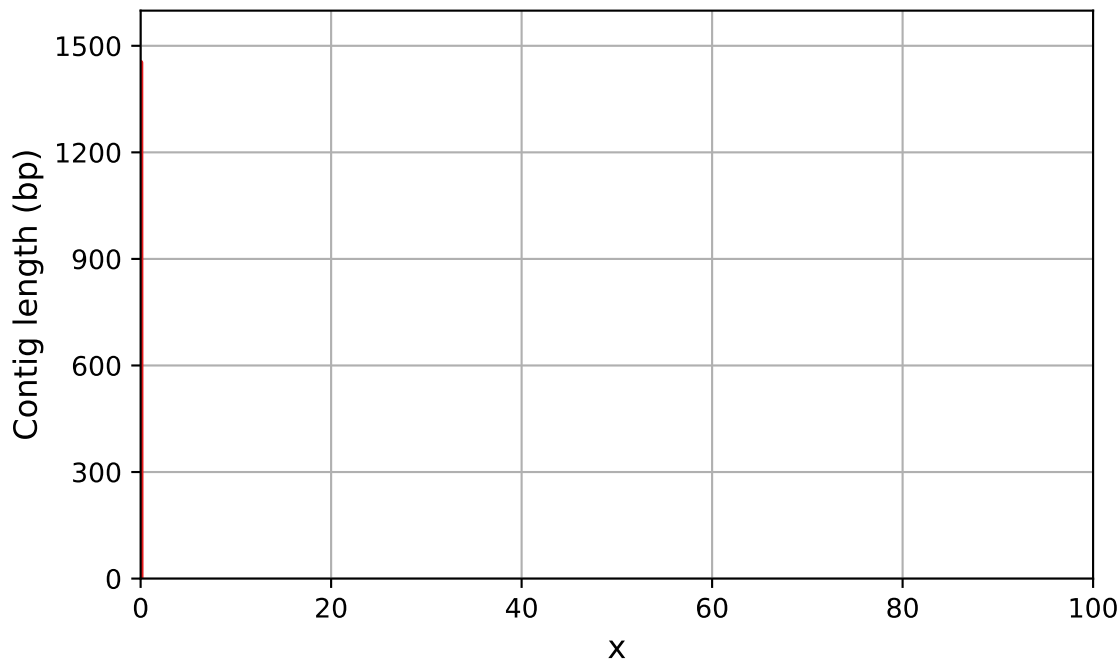

GSE308109_Trinity

How the deposited data were processed for this re-analysis (not part of the article)

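Skeletal muscle RNA of 4 Baikal sculpin species was compared: *C. dybowski* and *C. baicalensis* (pelagic) and *B. nikolskii* and *B. multiradiatus* (benthic), with 1 pooled library per species and 4 libraries in all. The authors trimmed reads with Trimmomatic 0.36 (per the sample labels), assembled each species with Trinity, joined and clustered the assemblies with CD-HIT and estimated reads with Salmon.

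The count values are the authors' whole-number Salmon read estimates per Trinity gene identifier, as deposited, without normalization, and they list an identifier for a genus only where both of its libraries lie above about 1 CPM. The CPM values are the authors' edgeR 4.0.3 counts scaled to a library size adjusted by TMM, as deposited, for the 792 identifiers called in at least 1 pair of species. From the ratio of both tables, the adjusted library sizes were 55.590, 52.881, 68.020 and 57.042 (in units of 1000 times 1000 reads) for *C. dybowski*, *C. baicalensis*, *B. nikolskii* and *B. multiradiatus*. The lowest counts listed were 58, 57, 58 and 61 in the same order. Limits for a value of 0 use 3 counts and cover counting error only, as do Wilson intervals at 95% computed for the share of each protein group.

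Everything was computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Python. For the genus contrast on counts, edgeR's quasi-likelihood test with TMM was fitted to the 4755 identifiers listed for both genera, with the 2 species of a genus as its samples and a call at an adjusted p (Benjamini-Hochberg) under 0.05. For the normalized values, limma was fitted to log2(CPM + 1) with the same threshold. Pairs of species were compared by edgeR's exact test with the dispersion of 0.2 that the methods give, at an adjusted p under 0.001 and an absolute log2 fold change of at least 2, and at the thresholds of Figure A3 (0.05 and 1). Since this dispersion is assumed, only counts of calls are reported. Similarity was measured by Pearson r, the mean absolute difference of log2(CPM + 1) and principal components. Tested on simulated data with 200 of the 4755 identifiers altered, the quasi-likelihood test recovered 18.0% of 4-fold and 100% of 16-fold differences, limma 14.5% and 99.0%, DESeq2 47.5% and 100%, and the exact test for pairs 0% and 13.0%. Calls of unaltered identifiers at these folds were 3 and 5, 2 and 5, 15 and 27, and 0 and 0 in the same order. DESeq2 thus made the most false calls.

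Protein groups (22 lists) were defined by patterns on the protein titles of Supplementary Material S4. These patterns, the tests, their thresholds, the alternatives and the rule for named genes were set before the data were examined, apart from the choices named next. After the data were seen, 7 of the patterns were narrowed to drop titles that they matched by accident, the shared 4755 identifiers were taken as the set for the genus contrast, because the tables turned out to be filtered by genus, and 5 alternatives were added (the authors' library sizes, edgeR on recovered read estimates, identifiers with 1 protein title for the genus contrast, the patterns as first written, and sums by title within a genus). The rule names every gene in the paper's text for which an identifier could be found by its title or by the value printed (46 genes or entries), the 10 largest genus differences in each direction and the 5 largest in each direction within a genus among titled identifiers, the 2 members of each list with the largest difference in each direction, and the markers of other cell types, 126 identifiers in all. Values in the paper's tables had been seen when it was written.

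Alternatives were other pseudocounts (0.1 and 10), a filter on low values, DESeq2's size factors and test, no filter, a dispersion of 0.04, Spearman correlation, linear values, identifiers summed by protein title, identifiers with 1 title, and leaving out each library. Supplementary Material S4 was read in part (127 rows were left out, at the end of a sorted table), so no overlap, enrichment or gene set test was run, and the planned percentiles of list medians among random lists were dropped. The paper's qPCR on individual fish covers *LDHA*, *TNNT3*, *PIP4K2C*, *PDCL3*, *ECE1*, *GNAI*, *ACTG1* and *MDH1*. It also covers *FABP3*, *RTN4L*, *HBAX*, *APOEb*, *KRT50*, *COX5A*, *MT-CYB* and *NID2*. The paper reports strong concordance with its sequencing, and the qPCR values are not analysed here. The result for 1 gene is not reported here.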

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

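With 1 library per species and no group of 4 or more, no outlier test was run. The values below are of identifiers that the paper does not name, each the most abundant of its group with a single protein title. For hemoglobin alpha, cardiac actin and apolipoprotein Eb the paper discusses the protein, under another identifier. Each value lies above the level that 3 counts allow.

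Heat shock protein beta-9, a small chaperone (DN8_c0_g1), was at 527.7 CPM in *B. multiradiatus*, and the splicing factor PUF60 (DN586_c0_g1) at 328.7 CPM in the same species. Elongation factor 2, which moves the ribosome along the message (DN13109_c0_g1), was at 1038.2 CPM in *C. dybowski*. Summed with the other identifiers of this title, its log2 difference between the genera was -0.07.

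Among markers of other cell types, hemoglobin alpha embryonic 5 (DN49_c1_g1) was at 1152.3 CPM, keratin 94 (DN1888_c0_g2) at 361.9 CPM and cardiac actin alpha 1 (DN134_c0_g2) at 1929.3 CPM in *C. baicalensis*. Perilipin-2 (DN497_c0_g2) was at 70.5 CPM and apolipoprotein Eb (DN4239_c0_g3) at 122.2 CPM in *B. multiradiatus*, and the L-rhamnose-binding lectin SML (DN210_c0_g1) was at 99.9 CPM in *C. dybowski*. The share of blood, skin, fat or other tissue in the pools was not measured.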

How the results depend on the processing

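No paired analysis was possible because each species has 1 library. Leaving out a library leaves a genus with 1 sample, which is then assumed to vary like the other genus. On counts, edgeR then called 0 to 198 identifiers higher in *Comephorus* and 0 to 94 higher in *Batrachocottus*, and on normalized values limma called 0 to 163 and 0 to 153, from fewer samples. With RLE factors, the authors' library sizes (an alternative chosen after seeing the data) and the other pseudocounts, these counts stayed within 1.5 times. DESeq2 called 874 and 934, and with no filter and unlisted identifiers set to 0, edgeR called 5640 and 6028, of which the second follows from the zeros. After seeing the data, edgeR on recovered read estimates (141 and 101) and identifiers with 1 title (87 and 75, from fewer identifiers) were added. The low value filter removed no identifier, and the count filter none within a genus, so these settings say nothing there.

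Calls between pairs were 625 for both *Comephorus* species and 1143 for both *Batrachocottus* species with a dispersion of 0.04, and 149 and 297 at the thresholds of Figure A3. Across genera (*C. dybowski* with *B. nikolskii* and *B. multiradiatus*, then *C. baicalensis* with each) they were 1392, 1250, 1338 and 1197 with 0.04, 995, 871, 930 and 786 at those thresholds, and 10997, 10944, 10987 and 10923 with no filter.

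The r of *Comephorus* was 0.819 by Spearman and 0.714 over the called identifiers. The r of *Batrachocottus* was 0.930 on linear values, 0.749 by Spearman, 0.878 with a pseudocount of 10 and 0.706 over the called identifiers. Between genera the mean was 0.209 on linear values, 0.496 by Spearman and -0.163 over the called identifiers. *Comephorus* minus *Batrachocottus* was -0.0502 on linear values and 0.069 by Spearman.

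Restricted to identifiers with 1 title, the median log2 difference reversed for creatine kinase (-0.0062), ribosomal proteins (-2.92), ubiquitin (-4.84), antioxidant enzymes (2.47), chaperones (0.33), translation factors (1.79), slow and cardiac muscle (4.40) and immune cells (2.69), and the share higher in both *Comephorus* libraries moved to 22.2% for the thick filament, 31.8% for ribosomal proteins, 0% for ubiquitin and splicing and 100% for slow and cardiac muscle. The ubiquitin list and the slow and cardiac list hold 1 identifier with 1 title each, so their medians and shares are of 1 identifier. Summed by title, the median reversed for creatine kinase (-1.20) and lipid transport (1.40), and the share moved to 0% for glycolysis and for liver and plasma. With the patterns as first written (chosen after seeing the data) each share stayed within its binomial interval, although that of liver and plasma rose from 25% to 50%.

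Of named genes, summing by title reversed the difference between the genera for *ATP5F1B* (-2.95), *RPS26* and DN908_c2_g1 (0.52), *FABP3* (1.20), the *CAT* identifier (0.11), *PVALB3* (-2.70), elongation factor 2 (-0.0689), DN1396_c1_g3 of peroxiredoxin-5 (-1.04), NADH dehydrogenase subunit 6 (-0.99), elongation factor 1-beta (-0.46), ribosomal proteins L19 (-0.36), P1 (0.47) and P0 (-0.44), DN4239_c0_g3 of *APOEb* (1.60), DN607_c0_g4 of cytochrome b-c1 (0.0684) and DN695_c0_g1 of creatine kinase (-1.52). A pseudocount of 0.1 reversed perilipin-2 (0.39). Over named genes and list medians, summing left 31 the same, 11 no longer called and 3 newly called, and a pseudocount of 10 left 142 the same, 4 no longer called and 2 newly called. Over named genes alone, a pseudocount of 0.1 left 123 the same and 2 no longer called. The sums by title count an identifier with several titles in full, so some reversals rest on identifiers that also carry other titles.

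Sums within a genus were added after seeing the data, for differences of at least 4-fold. They too count an identifier with several titles in full. *C. dybowski* minus *C. baicalensis* reversed for *TNNI2* (-1.48), *RTN4L* (-1.80), *GAPDH* (-0.059), parvalbumin beta (-0.39) and DN1401_c0_g1 of *APOEb* (-2.10). *B. nikolskii* minus *B. multiradiatus* reversed for *MYL1* (-0.97), *TNNC* (4.70), *RPS26* (0.15), NADH dehydrogenase subunit 6 (0.18) and hemoglobin embryonic subunit alpha (0.98). Of the other differences, 8 stayed above 4-fold and 7 fell below it. Except where fewer samples or identifiers, or zeros set for unlisted identifiers, are named above, the cause was not tested.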

Differences from the paper's values

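For *APOEb* in *B. multiradiatus* the paper gives 1.97, and the centred log2 value of its identifier (DN45_c1_g1) was -1.97. Neither pseudocount set before the data were examined gives a positive value (-2.37 with 0.1 and -1.09 with 10). Another identifier titled apolipoprotein Eb (DN4239_c0_g3) was high in *B. multiradiatus*, with a centred log2 value of 4.77.

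The paper gives 821 up-regulated and 935 down-regulated genes for *C. dybowski* and *B. nikolskii*. They are read here as higher and lower in *C. dybowski*, since its text does not name the reference species. At the thresholds of Figure A3, 521 and 474 identifiers were called. Of the alternatives set before the data were examined, a dispersion of 0.04 gave 1302 higher, still different, and 1324 lower, which falls within 1.5 times of the paper's number. RLE factors (520 and 476) and no filter (5732 and 6105) differ for both.

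The paper describes the *Comephorus* species as further apart from each other than the *Batrachocottus* species. Over the shared identifiers r was 0.883 for *Comephorus* and 0.850 for *Batrachocottus*, and the mean absolute log2 difference 0.66 and 0.85. The paper's order was found on linear values, where r was lower for *Comephorus* by 0.05, on the second principal component of the 792 called identifiers, with scores of 27.3 and -27.5 for *Comephorus* and 23.5 and -23.3 for *Batrachocottus* (the third had the reverse, with 21.9 and -24.3, and -25.8 and 28.2), in r of the values of these identifiers centred on the mean of the 4 species (0.556 and 0.559), and at the thresholds of the top genes, with 17 and 21 calls for *Comephorus* and 16 and 7 for *Batrachocottus*. At the main thresholds the calls were 49 and 47.

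The paper describes mitochondrial energy genes as raised in *Batrachocottus*. Of 40 identifiers of oxidative phosphorylation, 22 were higher in both *Comephorus* libraries and 12 in both *Batrachocottus* libraries, while *MT-CYB* and *COX5A*, which it names for *B. nikolskii*, were highest there, and *COQ10A*, which it names for *B. multiradiatus*, was highest there and higher in *Batrachocottus* when summed by title (log2 difference -5.13, adjusted p = 0.0204 from limma). It also describes ribosomal protein genes as raised in both *Batrachocottus* species. Of 99 identifiers 45 were higher in both *Comephorus* libraries and 37 in both *Batrachocottus* libraries, while *RPS26*, *RPS3* and *RPLP0* were higher in *Batrachocottus*, as was the median of identifiers with 1 title (-2.92). Over all 792 identifiers, 353 were higher in both *Comephorus* libraries and 316 in both *Batrachocottus* libraries. For both groups, the binomial interval of the share higher in *Comephorus* includes this overall share. *RPLP0* itself was not called by limma (adjusted p = 0.0649) but was called with a pseudocount of 10, and by edgeR with no filter and unlisted identifiers set to 0.

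The paper places *GNAI* among genes that are high in *Comephorus* and low in *Batrachocottus*. The direction was the same here, but neither limma (adjusted p = 0.124) nor edgeR's quasi-likelihood test on counts (adjusted p = 0.137) called it. DESeq2, and edgeR with no filter, did call it. The paper's claim also draws on qPCR of *GNAI* in individual fish, which is not analysed here. For *MDH1*, described as low in *Comephorus*, DN4529_c0_g2 had this direction (log2 difference -4.43) and DN3489_c1_g1 the reverse (6.16). The row named *LDHA* in Figure 6, read by eye, follows DN3653_c0_g1, titled collectin-12, and the values given here for *LDHA* are of DN1236_c0_g1, which has the title of lactate dehydrogenase A.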

Other observations

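Identifiers of chaperones, splicing factors and translation factors differed between the genera in both directions. Of 13 chaperone identifiers, 5 were higher in both *Comephorus* libraries and 7 in both *Batrachocottus* libraries (median log2 difference -3.35, limma calls 3 and 4, and 3 and 4 over the list alone). Of the 6 with 1 title, 3 and 2 were higher in each genus (median 0.33). Heat shock protein beta-1, a small chaperone that protects filaments (DN399_c0_g3), was at 0.142 CPM in *C. dybowski*, 3.98 in *C. baicalensis*, 114 in *B. nikolskii* and 31.8 in *B. multiradiatus*. Of 12 splicing identifiers, 3 and 8 were higher in each genus (median -2.84, calls 2 and 4, and 2 and 4 over the list alone), with PUF60 at 6.47, 4.34, 122 and 329 CPM in the same order. Translation factors went both ways, with 11 and 13 of 30 (median -0.73, calls 8 and 9, and 8 and 9 over the list alone). Translation initiation factor 3 subunit E-A (DN4153_c0_g2) was at 129.7, 105 and 1.22 CPM in *C. dybowski*, *C. baicalensis* and *B. nikolskii*, and elongation factor 1-beta (DN2588_c0_g1) at 716 CPM in *C. dybowski* and 13.9 in *C. baicalensis*, or 762 and 691 CPM summed over all identifiers of this title (log2 difference 5.59 and 0.14). The study chose these identifiers on the same libraries, and the calls by limma were lost without *C. dybowski*, *C. baicalensis* or *B. nikolskii*.

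Markers of other cell types also differed. Slow troponin C (DN131_c0_g2, also titled 60S ribosomal protein L36) was at 2336 and 2093 CPM in *C. dybowski* and *C. baicalensis* and at 5.12 and 6.48 CPM in *B. nikolskii* and *B. multiradiatus*. Summed over all identifiers titled L36, the levels were 2344, 2099, 1843 and 1719 CPM in the same order (log2 difference 0.32). The value of DN131_c0_g2 may therefore be that of L36 and not of troponin C. Cardiac troponin T2d (DN1665_c0_g3, also titled dynamin-1-like protein) was at 0.141, 1.07, 131 and 58.8 CPM, and the median of the 9 slow and cardiac identifiers was -1.46 (calls 3 and 2, and 3 and 4 over the list alone). Of 17 immune identifiers 7 and 7 were higher in each genus (median -1.05, calls 3 and 3, and 3 and 3 over the list alone), with collectin-12 (DN3653_c0_g1) at 90.3 CPM in *B. nikolskii* and 332 in *B. multiradiatus*. The median was -3.95 for the 2 connective tissue identifiers (calls 0 and 1, as over the list alone), -0.76 for the 4 of liver and plasma, -2.29 for the 3 of egg and -0.03 for perilipin-2 alone, the last 3 with 0 calls by limma. It was 2.41 for the 7 keratins (calls 2 and 0, as over the list alone). The egg identifiers summed to 1496 CPM in *B. nikolskii* and 2.73 in *B. multiradiatus*.

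Identifiers with the same protein title often went in opposite directions between the genera, for 29 of 43 proteins carried by 101 identifiers with 1 title. If reads of 1 gene were split over contigs of different species, sums over a title should differ less than its parts, and their median absolute log2 difference was 1.86, against 4.43 for single identifiers. With the directions swapped at random the median was 2.84 (2.11 to 3.96), which places 1.86 at percentile 0.86, so split contigs remain a possible account, as does a switch between paralogs or isoforms. This test was chosen after the result of a first one, against random groups (percentile 0.03), which was void because it was low in 9 of 20 simulated sets with random directions. A genus difference of the whole protein was left open, with 43.9% of 82 pairs sharing a direction (random median 50.0, percentile 14.5).

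Within a genus the same sums gave 0.595 for *C. dybowski* and *C. baicalensis* (percentile 40.4 among swaps) and 0.683 for *B. nikolskii* and *B. multiradiatus* (percentile 19.7). Most of these titles differ little within a genus (median of single identifiers 0.87 and 0.90), so this was not taken to decide, although 40.4 lies above the limit for exclusion set with the swap test (the 25th percentile), a limit raised to the upper end of the swapped range after the results were seen. A test chosen after these results took the titles with an identifier at least 4-fold apart. Over 26 titles the *Comephorus* sums gave 2.17, against 2.68 (2.19 to 3.08) with swaps (percentile 2.42), and over 20 titles the *Batrachocottus* sums gave 1.85, against 2.26 (1.85 to 2.68, percentile 2.78). Split contigs remain a possible account for *Comephorus*, at the edge of the range, and the question stays open for *Batrachocottus*. By the void test the percentiles were 4.75 and 8.45.

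Identifiers that join a muscle title with unrelated titles were abundant. The highest value of 54 such identifiers had a median of 1126 CPM, against 137 (91.7 to 227) for random identifiers with 1 title outside the filament and calcium groups, 816 for 25 muscle identifiers with 1 title and 125 for 280 identifiers with several other titles. An abundant muscle transcript that sets the value of a joined identifier would give this, so a value at such an identifier may not be that of its other titles. The paper assembled each species separately, joined the assemblies and added running numbers to make names unique. Contigs of different assemblies may therefore share an identifier. Of 336 identifiers with several titles, 87.8% hold transcripts with running numbers over 1000 apart. For them this argues against reading frames of 1 transcript as the whole account. It also argues against isoforms of 1 assembled gene, if the numbers follow the order of the separate assemblies. The paper does not state that order, and the measure was changed after the data were seen. For the other identifiers with several titles, the question of reading frames or isoforms stays open.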
